# Derepression of the Iroquois Homeodomain Transcription Factor Gene *IRX3* Confers Differentiation Block in Acute Leukemia

**DOI:** 10.1016/j.celrep.2017.12.063

**Published:** 2018-01-29

**Authors:** Tim D.D. Somerville, Fabrizio Simeoni, John A. Chadwick, Emma L. Williams, Gary J. Spencer, Katalin Boros, Christopher Wirth, Eleni Tholouli, Richard J. Byers, Tim C.P. Somervaille

**Keywords:** IRX3, HOXA9, acute myeloid leukemia, acute lymphoblastic leukemia

## Abstract

The Iroquois homeodomain transcription factor gene *IRX3* is expressed in the developing nervous system, limb buds, and heart, and transcript levels specify obesity risk in humans. We now report a functional role for *IRX3* in human acute leukemia. Although transcript levels are very low in normal human bone marrow cells, high *IRX3* expression is found in ∼30% of patients with acute myeloid leukemia (AML), ∼50% with T-acute lymphoblastic leukemia, and ∼20% with B-acute lymphoblastic leukemia, frequently in association with high-level HOXA gene expression. Expression of *IRX3* alone was sufficient to immortalize hematopoietic stem and progenitor cells (HSPCs) in myeloid culture and induce lymphoid leukemias *in vivo*. *IRX3* knockdown induced terminal differentiation of AML cells. Combined *IRX3* and *Hoxa9* expression in murine HSPCs impeded normal T-progenitor differentiation in lymphoid culture and substantially enhanced the morphologic and phenotypic differentiation block of AML in myeloid leukemia transplantation experiments through suppression of a terminal myelomonocytic program. Likewise, in cases of primary human AML, high *IRX3* expression is strongly associated with reduced myelomonocytic differentiation. Thus, tissue-inappropriate derepression of *IRX3* contributes significantly to the block in differentiation, which is the pathognomonic feature of human acute leukemias.

## Highlights

• *IRX3* is derepressed in ∼30% of AML, ∼50% of T-ALL, and 20% of B-ALL
• IRX3 suppresses a mature myelomonocytic differentiation program in AML
• IRX3 impairs T-lineage differentiation, expanding an early T-progenitor population
• IRX3 contributes to the differentiation block that is characteristic of the disease

## Introduction

The cardinal pathologic feature of the acute leukemias is a block to normal blood cell differentiation that results in an accumulation in the bone marrow (BM) of incompletely differentiated blast cells and failure of normal hematopoiesis (Wiseman et al., 2014). Although the spectrum of mutations associated with these diseases is now well established, the biologic basis of how mutations interact with one another to establish the pathognomonic differentiation block is less well understood. We recently reported that the Forkhead box transcription factor FOXC1 is misexpressed in approximately 20% of patients with acute myeloid leukemia (AML), in particular in those cases exhibiting high HOXA/B gene expression (Somerville et al., 2015). *FOXC1* is neither required for nor expressed in normal hematopoietic cells but is essential for normal development of mesenchymal tissues such as the skeleton, heart, and eye and for the normal function of BM niche cells (Omatsu et al., 2014). Its misexpression in leukemic hematopoiesis contributes to a block in differentiation along both monocytic and B cell lineages and is associated with inferior survival. Given the lack of one-to-one correlation with any specific mutation, tissue-inappropriate derepression of *FOXC1* is paradigmatic for a non-mutational mechanism contributing to cellular transformation in myeloid malignancy.

Whether tissue-inappropriate misexpression of other transcription factors contributes to the differentiation block of leukemia is not known. One candidate is the Iroquois homeobox transcription factor gene *IRX3*, which, like *FOXC1*, is expressed in a significant proportion of patients with AML (Somerville et al., 2015) but minimally expressed in both normal hematopoietic stem and progenitor cells (HSPCs) and mature blood cells (ENCODE data; Zhou et al., 2011). IRX3 is a member of the three-amino-acid-loop-extension (TALE) superfamily of homeodomain transcription factors, which also includes MEIS1 and PBX1 (Mukherjee and Bürglin, 2007). In embryogenesis, it is strongly expressed in the developing nervous system, as well as in mesoderm-derived tissues such as the limb buds, kidney, and heart (Houweling et al., 2001). Of note, the developmental expression pattern of the *Irx3* paralog *Irx5*, which sits in the same 2MB topologically associating domain, is strikingly similar (Cohen et al., 2000, Claussnitzer et al., 2015). These genes exhibit functional redundancy because although *Irx3*-null and *Irx5*-null mice are viable and fertile, mice lacking both genes die in utero because of severe cardiac and skeletal defects (Zhang et al., 2011, Gaborit et al., 2012, Li et al., 2014, Smemo et al., 2014). Interestingly, non-coding variation in an enhancer region 500 kb downstream of *IRX3* provides the strongest genetic association with risk for human obesity. Pertinent to this, adult *Irx3*-null mice display a 25%–30% reduction in body weight due to loss of fat mass, increased basal metabolic rate, and browning of white adipose tissue, attributable to loss of hypothalamic (Smemo et al., 2014) or preadipocyte (Claussnitzer et al., 2015) *Irx3* expression. The rs1421085 single-nucleotide variant present in the obesity risk region dictates the extent of local recruitment of ARID5B to the *IRX3* enhancer, with consequent regulation of *IRX3* expression (Claussnitzer et al., 2015).

Whether *IRX3* has a role in human malignancy is unclear. One study reported that *IRX3* is strongly expressed in colorectal adenomas in comparison with normal mucosa and negatively regulates TGF-β signaling in colorectal cancer cell lines (Martorell et al., 2014). However, little else is known. Given this, and the observation that *IRX3* is highly expressed in a subset of AML patients, we evaluated whether *IRX3* has a functional role in acute leukemia.

## Results

### *IRX3* Is Frequently Co-expressed with HOX Genes in Human AML

To ascertain the frequency and extent of *IRX3* expression in AML and in flow-sorted normal human BM cell populations, we performed both qPCR and analyses of published datasets. In a Dutch cohort of AML patients treated intensively with anthracycline-based chemotherapy on the Hemato-Oncologie voor Volwassenen Nederland (HOVON) protocols, *IRX3* transcripts were detected at high level (i.e., with a probeset [229638_at] value of log_2_ > 7.1, approximating to a value among the top 25% of array probeset values) in 159 of 461 bulk presentation samples (34%) (Wouters et al., 2009) (Figure 1A). Likewise, in The Cancer Genome Atlas Research Network series, 49 of 163 cases (30%) expressed *IRX3* at high level (Cerami et al., 2012, Ley et al., 2013) (Figure S1A). In flow-sorted populations of AML cells with immature immunophenotypes, *IRX3* was highly expressed (i.e., among the top 25% of array probeset values) in 33% (Saito et al., 2010) (Figure S1B), 58% (Kikushige et al., 2010) (Figure S1C), and 19% (Goardon et al., 2011) (Figure S1D) of samples. Concomitant microarray profiling of normal human immunophenotypic HSPCs suggested low or absent *IRX3* expression (Figures S1B–S1D). In keeping with this, our qPCR analyses revealed very low levels of *IRX3* transcripts in all normal BM populations tested, but in 10 of 29 AML samples (34%), *IRX3* expression was increased at least 250-fold over levels observed in the lowest expressing AML sample (Figure 1B; Table S1). *IRX3* transcript levels were higher in normal human CD45^neg^ BM stromal cells than in normal BM cell populations (Figure 1B) but not as high as those observed in many AML samples. Given that expression of *IRX3* and *IRX5* are co-regulated in development, we also performed qPCR for *IRX5* transcripts. We did not detect *IRX5* expression in normal human BM cell populations (data not shown) but did detect low-level expression in 11 of 28 AML samples (39%), typically in cases with high *IRX3* expression (Figure S1E). In the Dutch AML cohort, 44 of 461 cases (10%) expressed *IRX5* at high level (i.e., probeset [210239_at] value of log_2_ > 7.1), and in every case there was also high IRX3 expression (data not shown). Thus, the set of *IRX5*^high^ AML cases is a subset of the group of *IRX3*^high^ cases.

**Figure 1:**
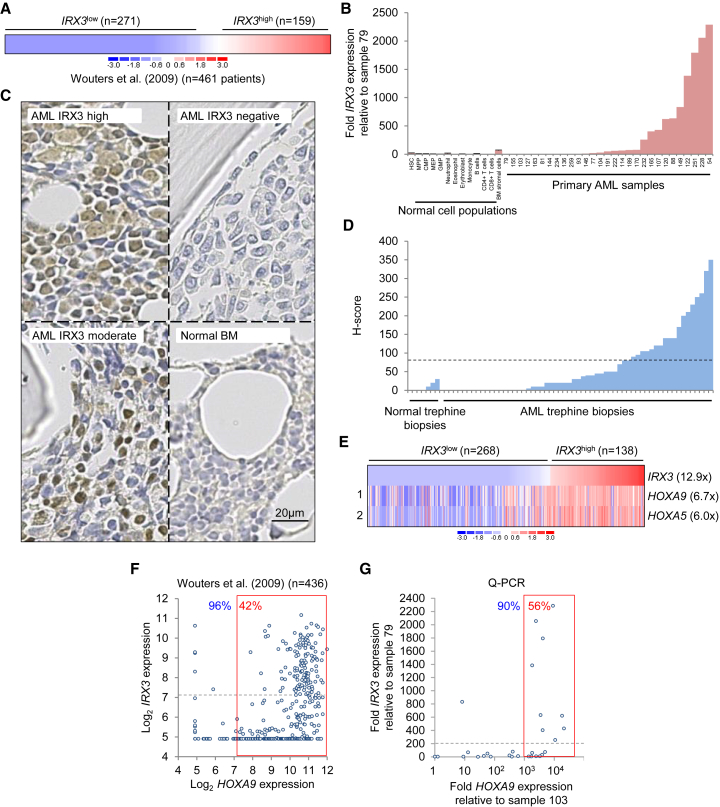
*IRX3* Expression in Human AML (A) *IRX3* expression in bulk human AML samples. (B) Relative *IRX3* expression in bulk primary human AML samples (n = 29) and normal human BM cell populations (n = 4 separate individuals per cell type; error bars = SEM). BM, bone marrow; CMP, common myeloid progenitor; Eosin, eosinophils; EryB, erythroblast; GMP, granulocyte-macrophage progenitor; HSC, hematopoietic stem cell (CD34^+^38^−^90^+^45RA^−^Lin^−^); MEP, megakaryocyte-erythrocyte progenitor; Mono, monocytes; MPP, multipotent progenitor; Neut, neutrophils. AML sample numbers refer to Biobank identifier. (C) Representative images of IRX3 immune staining of human BM trephine biopsies. (D) H scores for IRX3 immune staining. Dashed line indicates cutoff value for moderate/strong immune staining. (E) Heatmap shows *IRX3*^high^ versus *IRX3*^low^ AML cases (excluding APML) (Wouters et al., 2009) and the most differentially expressed transcription factor genes with mean fold change. (F and G) Scatterplots show *IRX3* versus *HOXA9* expression in primary AML samples as determined by (F) array values or (G) qPCR. For scatterplots, percentages in blue text indicate proportion of *IRX3*^high^ samples exhibiting high *HOXA9* expression. Percentages in red text indicate the proportion of *HOXA9*^high^ samples (in the red boxes) additionally exhibiting high *IRX3* expression (above the dotted gray line). See also Figure S1 and Tables S1–S4.

To confirm that IRX3 protein was also expressed in AML, we performed immunohistochemical staining of a trephine biopsy tissue array. The array included 58 samples from patients with AML and 9 samples from patients with non-malignant BM conditions (Table S2). Immune staining was H-scored by blind evaluation. Strong or moderate nuclear immune staining (i.e., H score ≥ 80) was observed in 20 of 58 cases (34%). Weak or absent immune staining was observed in 38 of 58 AML cases (66%) and in all non-malignant cases (Figures 1C and 1D).

High *IRX3* expression in AML was strongly and positively associated with the presence of an *NPM1* mutation or a *FLT3* internal tandem duplication (Tables S3 and S4) (Wouters et al., 2009, Ley et al., 2013). A strong positive association with acute promyelocytic leukemia (APML) was also noted (Table S3). There were weaker positive associations with intermediate cytogenetic risk, normal karyotype and the presence of an *IDH1* mutation, t(6;9), or an *MLL* gene rearrangement. High *IRX3* expression was negatively associated with the presence of chromosome 5 or 7(q) loss, the presence of t(8;21) or inv(16), the presence of mutations in *NRAS*, *TP53*, or *RUNX1*, or a double *CEBPA* mutation and the presence of high *MECOM* expression (Tables S3 and S4). Although detailed genotyping of the tissue array samples was not performed, there was nevertheless a significant association of normal karyotype with strong or moderate IRX3 expression (14 of 17 available karyotypes were normal where strong or moderate nuclear immune staining was present versus 17 of 34 with weak or absent staining, p = 0.035, Fisher’s exact test) (Table S2).

To identify genes co-expressed with *IRX3* in human AML, we next compared *IRX3*^high^ AMLs (probeset 229638_at value of log_2_ > 7.1) with *IRX3*^low^ AMLs (probeset 229638_at value of log_2_ < 6.1) (Wouters et al., 2009) and found *HOXA9* and *HOXA5* to be the most differentially expressed transcription factor genes in the *IRX3*^high^ group whether (data not shown) or not (Figure 1E) cases of APML (which do not express HOX genes) were included. Of the non-APML cases, 133 of 138 *IRX3*^high^ samples (96%) exhibited high *HOXA9* expression (i.e., probeset value of log_2_ > 7.1), and of the *HOXA9*^high^ samples, 133 of 319 (42%) expressed high levels of *IRX3* (Figure 1F). Of the five *IRX3*^high^ *HOXA9*^low^ samples, three expressed one or more alternative HOX genes at significant level (i.e., log_2_ > 7.1), indicating that overall, 98.6% of *IRX3*^high^ non-APML samples exhibited HOX gene co-expression. Similar results were observed in analyses of The Cancer Genome Atlas (TCGA) dataset (Figure S1F) (Ley et al., 2013) and qPCR analysis of our own samples (Figure 1G). Taken together, these data demonstrate that in human AML, the Iroquois homeodomain transcription factor gene *IRX3*, which is minimally expressed in normal hematopoiesis, is often misexpressed in conjunction with high HOX gene expression, as well as in APML. The former association suggests an explanation for the statistically significant associations of *IRX3* expression with the presence of an *NPM1* mutation, *MLL* gene rearrangements, and a t(6;9) because these molecular subtypes are associated with high HOX gene expression.

### IRX3 Promotes Serial Replating of Normal BM Stem and Progenitor Cells

To evaluate whether misexpressed *IRX3* has functional consequences, we performed expression experiments in murine KIT^+^ BM HSPCs (Figure 2A). Serial replating assays in conditions supporting myeloid lineage differentiation demonstrated that in comparison with control cells, *IRX3*^+^ cells exhibited enhanced clonogenic activity (Figures 2A and 2B). In the third round of culture, control cells exclusively formed colonies with type 3 morphology (i.e., diffuse colonies containing mature macrophages), whereas *IRX3*^+^ cells in addition formed type 1 (i.e., tightly packed colonies containing blast cells) and type 2 colonies (i.e., mixed colonies containing blast cells and mature cells) (Figure 2C). Reflecting these observations, *IRX3*^+^ BM HSPCs cultured in liquid conditions (with interleukin-3 [IL-3], IL-6, granulocyte-macrophage colony-stimulating factor [GM-CSF], and stem cell factor [SCF]) for 7 days following retroviral transduction exhibited significantly impaired morphologic differentiation in comparison with control cells (Figure 2D) and could readily be grown on for at least 5 weeks (Figure 2E). The great majority of day 7 *IRX3*^+^ and control cells in liquid culture exhibited a Mac1^+^Gr1^+^ immunophenotype, although there was a modest but significant reduction in the percentage of Gr1^+^ cells in the *IRX3*^+^ condition (Figure S1G). Flow-sorting analyses confirmed, as expected, that the clonogenic activity of control day 7 cells was near exclusively confined to cells with a Mac-1^neg^ immunophenotype. In contrast, IRX3^+^ cells with a Mac-1^intermediate^ immunophenotype also exhibited strong clonogenic activity (Figures 2F and 2G). qPCR analysis of genes associated with self-renewal in myeloid leukemia (Somervaille et al., 2009) demonstrated significant upregulation of *Myc* and *Myb* in *IRX3*^+^ populations with significant clonogenic potential (P1 and P2). Furthermore, there was significantly reduced expression in the aberrantly clonogenic *IRX3*^+^ P2 population of transcription factor genes such as *Gfi1*, *Irf8*, and *Klf4*, which are associated with myelomonocytic lineage differentiation (Figure 2I). Thus, expression of *IRX3* in normal BM HSPCs in conditions supporting myeloid lineage differentiation confers a morphologic and functional differentiation block resulting in sustained clonogenic activity, elevated expression of self-renewal genes *Myc* and *Myb*, and reduced expression of myelomonocytic differentiation genes *Gfi1*, *Irf8*, and *Klf4*.

**Figure 2:**
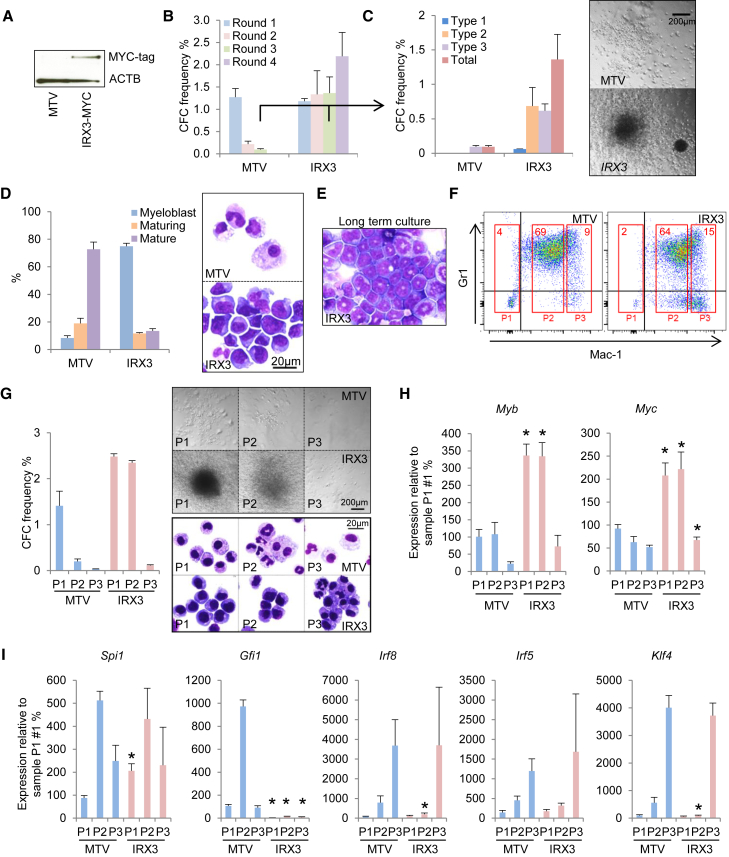
IRX3 Enhances Clonogenic Potential in Normal HSPCs (A) MYC-tagged IRX3 expressed in murine KIT^+^ BM HSPCs 72 hr after retroviral infection. MTV, empty vector. (B) Mean + SEM colony-forming cell (CFC) frequencies during serial replating (n = 3). (C) Bar chart (left) shows mean + SEM colony types in round 3 of culture (n = 3). Type 1, tightly packed colonies, contain blast cells only; type 2, contain mixed population of blasts and mature cells; type 3, contain mature cells only. Image (right) shows representative colonies. (D) Bar chart (left) shows mean + SEM percentage of the indicated cell types in cytospin preparations after 7 days of culture of retrovirally infected murine KIT^+^ BM cells in liquid conditions supporting myeloid development (n = 3). Representative images (right) are shown. (E) Representative image of *IRX3*-expressing mouse BM cells after 5 weeks in liquid culture. (F) Representative flow cytometry plots for the indicated cell surface markers after 7 days in liquid culture; red boxes indicate cell sorting gates. Numbers within boxes indicate percentage of cells with the indicated phenotype. (G) Bar chart (left) shows mean + SEM CFC frequencies for the indicated flow-sorted cell populations enumerated after 5 days (n = 3). Images (right) show representative colonies (top) and cytospins (bottom). (H and I) Bar charts show mean + SEM relative transcript expression for the indicated genes in the indicated cell populations: (H) *Myb* and *Myc*; (I) *Spi1*, *Gfi1*, *Irf8*, *Irf5*, and *Klf4*. ^∗^p ≤ 0.05 for the indicated *IRX3*^+^ population versus the equivalent control population (unpaired t test). See also Figure S1.

### IRX3 Cooperates with HOXA9 to Enhance Differentiation Block in AML

Given the strong association of *IRX3* and *HOXA9* expression in human AML, we next evaluated the consequences of *IRX3* co-expression in *Hoxa9*-expressing murine BM HSPCs. Cells were infected in pairwise combinations with retroviral vectors expressing *Hoxa9*, *IRX3*, or a control vector (to generate *Hoxa9*/*IRX3* and *Hoxa9/*MTV cells, respectively) and serially replated in semisolid culture. Consistent with *IRX3* co-expression conferring an enhanced differentiation block to *Hoxa9*-immortalized HSPCs, by the fourth round of culture, *Hoxa9*/*IRX3* cells formed significantly more colonies than *Hoxa9/*MTV cells (Figure 3A), and these were significantly more likely to exhibit type 1 blast-like morphology (Figure 3B). Of note, *Hoxa9*/*IRX3* type 1 colonies were on average 25% smaller in cross-sectional area than *Hoxa9/*MTV type 1 colonies (Figure 3C); this was explained by there being a significantly reduced proportion of *Hoxa9*/*IRX3* cells in the SG_2_M phase of the cell cycle (Figure S1H). The immunophenotype of *Hoxa9*/*IRX3* and *Hoxa9/*MTV cells was similar (Figure S1I).

**Figure 3:**
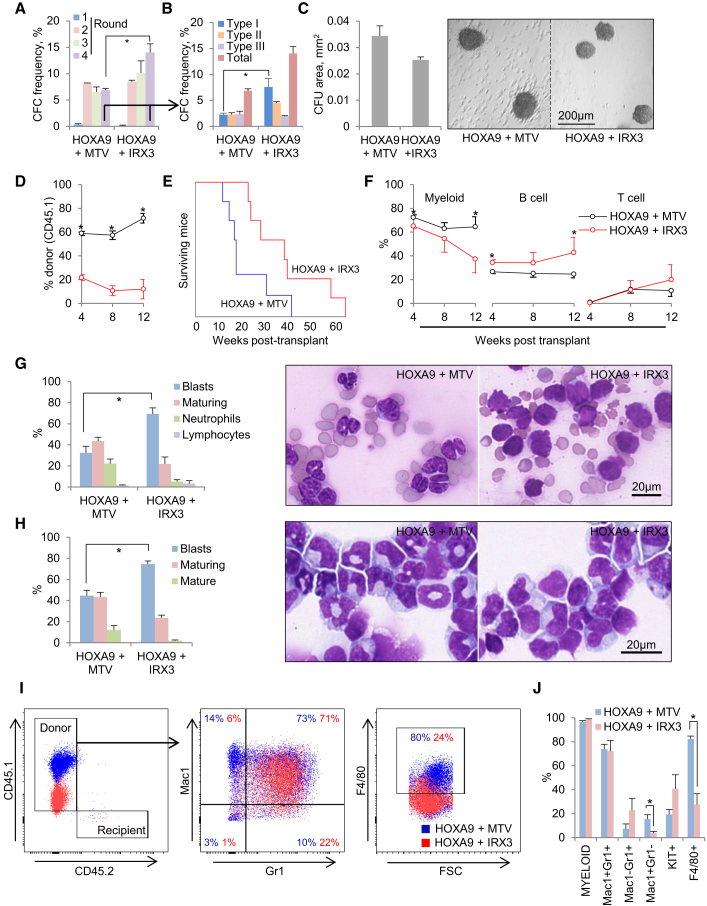
IRX3 Expression Confers an Enhanced Myeloid Differentiation Block in *Hoxa9*^+^ AML (A) Bar chart shows mean + SEM colony-forming cell (CFC) frequencies during serial replating of murine KIT^+^ BM cells co-transduced with the indicated retroviral or control (MTV) expression vectors (n = 3). ^∗^p < 0.05 by unpaired t test. (B) Bar chart shows mean + SEM colony types in round 4 (n = 3). ^∗^p < 0.05 by unpaired t test. (C) Bar chart (left) shows mean + SEM area of type 1 colonies (n = 26–40) from (B) and representative images (right). (D–J) Murine CD45.1^+^ KIT^+^ BM cells were infected in pairwise combination with retroviral vectors, and 96 hr later 10^6^ drug-resistant cells were transplanted into CD45.2^+^ irradiated congenic recipients. (D) Line graph shows mean + SEM percentage donor-derived CD45.1^+^ cells in blood at the indicated times post-transplantation. (E) Survival curves of transplanted mice (n = 7 per cohort). (F) Line graphs show the mean + SEM percentage contribution of donor-derived cells in blood to the indicated lineages at the indicated times post-transplantation. (G) Bar chart (left) shows mean + SEM percentage leucocyte type in blood at death, as determined by morphologic analysis of blood smears (n = 4 or 5 per cohort). Representative images (right) are shown. (H) Bar chart (left) shows mean + SEM percentage cell type in BM at death (n = 5 per cohort). Representative images (left) are shown. (I) Representative flow cytometry plots from (H). (J) Bar chart shows the mean + SEM percentage of donor-derived cells positive for the indicated cell surface markers in BM of leukemic mice, as determined by flow cytometry. ^∗^p < 0.05 by unpaired t test. See also Figures S1–S3.

Transplantation of *Hoxa9*-expressing murine BM HSPCs into irradiated syngeneic recipients results in short latency AMLs, which exhibit significant myelomonocytic maturation (Kroon et al., 1998, Somerville et al., 2015). To determine whether co-expression of IRX3 influences leukemia cell differentiation *in vivo*, we transplanted *Hoxa9*/*IRX3* and *Hoxa9*/MTV double-transduced BM HSPCs into irradiated congenic recipients. Consistent with the cell-cycle status of *in vitro* transformed *Hoxa9*/*IRX3* cells, analysis of blood at 4, 8, and 12 weeks post-transplantation demonstrated reduced donor:recipient chimerism in blood in *Hoxa9*/*IRX3* versus *Hoxa9/*MTV recipients (Figure 3D), and *Hoxa9*/*IRX3* recipient mice exhibited delayed onset of donor-derived AML in comparison with *Hoxa9*/MTV recipients (median 125 versus 270 days) (Figure 3E). Mice from both cohorts presented with substantially elevated blood leucocyte counts (Figure S2A), hepatosplenomegaly (Figure S2B), and effacement of BM due to infiltration by leukemia cells (Figures S2C–S2F).

In keeping with a model whereby *IRX3* misexpression *in vivo* blocks myeloid lineage differentiation, evaluation of the lineage composition of donor-derived cells in blood prior to development of AML demonstrated a significant proportional reduction in myeloid and a proportional increase in B-lineage differentiation at 4 and 12 weeks post-transplantation in *Hoxa9*/*IRX3* versus *Hoxa9/*MTV recipients (Figures 3F and S3A). Once mice developed full-fledged AML, this was further confirmed by analysis of blood smear and BM cytospin morphology: *Hoxa9*/*IRX3* recipients developed leukemias exhibiting significantly greater differentiation block in comparison with *Hoxa9*/MTV controls, as demonstrated by the proportion of blast cells being on average twice as high in the former versus the latter and the proportion of more differentiated leukemia cells being approximately half as much (Figures 3G and 3H). Flow cytometry analysis of leukemic BM cells confirmed donor origin and myeloid lineage (Figures 3I, 3J, and S3B) and also revealed a distinctive immunophenotype: *Hoxa9*/*IRX3* AMLs expressed significantly lower levels of both CD45.1 (Figures 3I and S3C) and the monocyte/macrophage differentiation marker F4/80 versus *Hoxa9*/MTV controls. There were also significantly fewer Mac1^+^Gr1^−^ leukemia cells in *Hoxa9*/*IRX3* recipients and, on average, double the percentage of cells positive for the stem and progenitor marker KIT (Figure 3J), although in view of heterogeneous levels of expression, this difference did not reach statistical significance. *Hoxa9*/*IRX3* AML cells induced leukemias in secondarily transplanted recipients (Figure S3D), and high-level *IRX3* expression was readily detected in *Hoxa9/IRX3* AML BM cells (Figure S3E). Interestingly, in contrast to observations *in vitro*, cell-cycle analysis of leukemia cells from BM and spleen of leukemic mice demonstrated no difference in the fraction of cycling cells between the cohorts (Figure S3F), although in both cases, the SG2M fraction was substantially lower in the *in vivo* setting in comparison with the *in vitro* setting (i.e., 10%–20% versus 40%–50%).

Altogether our observations demonstrate that co-expression of *IRX3* modulates the phenotypic consequences of *Hoxa9* expression both *in vitro* and *in vivo*, conferring a significantly enhanced myeloid lineage differentiation block.

### Functional Contribution of IRX3 to Differentiation Block in AML Cells

To further confirm that tissue-inappropriate expression of *IRX3* contributes functionally to the differentiation block in AML, we performed knockdown (KD) experiments in human THP1 AML cells, which exhibit the highest levels of *IRX3* expression among AML cell lines we tested (Figure S4A). *IRX3* KD led to loss of clonogenic potential (Figures 4A–4C), which was due to induction of differentiation, as evidenced by upregulation of the myeloid differentiation markers CD11b, CD14, and CD86 (Figures 4D and 4E) and morphologic analysis (Figure 4F). The proportion of apoptotic cells was unaffected (Figure S4B). To confirm that the observed phenotype was an on-target consequence of *IRX3* KD, similar experiments were performed using KD construct #2, which targets the 3′UTR region of *IRX3*, in a THP1 line engineered to express an *IRX3* cDNA that lacks it. Sustained *IRX3* expression in THP1 cells infected with lentiviral vectors expressing KD construct #2 was confirmed (Figures 4G and 4H), as was rescue of the differentiation phenotype (i.e., loss of clonogenic potential and upregulation of the differentiation marker CD86) (Figures 4I, S4C, and S4D). Similar experiments in murine MLL-AF9 AML cells, which also express *Irx3*, gave similar results: KD cells exhibited loss of clonogenic potential and terminal monocyte/macrophage lineage differentiation (Figures S4E–S4G). *IRX3* KD in a range of additional human AML cell lines also led to loss of clonogenic potential in many cases, but not all (Figure S4H). Of note, KD construct #2 had no effect on the clonogenic potential of K562 cells, which do not express *IRX3* (Figure S4A). Furthermore, the formation of colony-forming unit granulocyte monocyte (CFU-GM) and colony-forming unit monocyte/macrophage (CFU-M) from normal human CD34^+^ cells (which express *IRX3* at very low levels) was unaffected by *IRX3* KD construct #2 (Figures S4I and S4J), although, for unclear reasons, there was a reduction in the formation of erythroid burst-forming units.

**Figure 4:**
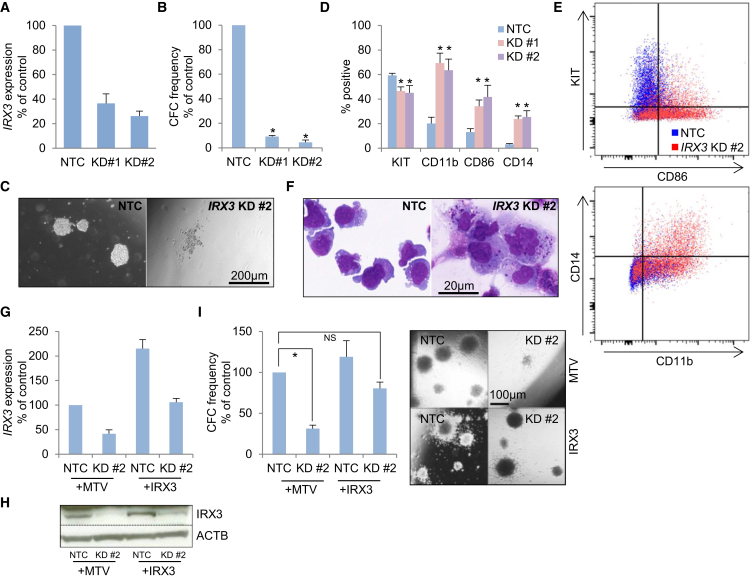
IRX3 Sustains the Differentiation Block and Clonogenic Potential of AML Cells Human THP1 AML cells were infected with lentiviral vectors targeting *IRX3* for KD or a non-targeting control vector (NTC). (A) Bar chart shows mean + SEM relative transcript expression in *IRX3* KD versus control cells (n = 3) after 48 hr. (B) Bar chart shows the mean + SEM colony-forming cell (CFC) frequencies of KD cells relative to control cells enumerated after 10 days in semi-solid culture (n = 4). (C) Representative images of colonies of cells from (B). (D) Bar chart shows mean + SEM percentage of cells positive for the indicated cell surface markers, as determined by flow cytometry analysis 6 days following initiation of KD (n = 4). ^∗^p ≤ 0.05 using one-way ANOVA with Fisher’s least significant difference post hoc analysis for KD conditions versus NTC. (E) Representative flow cytometry plots from (D). (F) Representative images of cytospins of cells from (D). (G) Bar chart shows mean + SEM relative transcript expression in THP1 AML cells expressing either *IRX3* or a control retroviral vector (MTV) in *IRX3* KD#2 cells relative to control cells (n = 3). (H) Western blot shows expression of the indicated proteins in the indicated conditions. (I) Bar chart (left) shows mean + SEM CFC frequencies of THP1 AML cells expressing either *IRX3* or a control retroviral vector (MTV) in *IRX3* KD#2 cells relative to control cells. Colonies were enumerated after 10 days in semi-solid culture (n = 4). Image (right) shows representative colonies. ^∗^p ≤ 0.05 using one-way ANOVA with Fisher’s least significant difference post hoc analysis for the indicated comparison. NS, not significant. See also Figure S4.

Thus, in keeping with *in vitro* and *in vivo* murine experiments, misexpressed *IRX3* contributes to the differentiation block in AML cells and sustains clonogenic potential.

### IRX3 Expression in AML Represses a Myelomonocytic Differentiation Program

To evaluate the consequences for the transcriptome of co-expression of *IRX3* with *Hoxa9*, we performed RNA sequencing of flow-sorted KIT^+^Gr1^+^ leukemia cells recovered from the BM of sick mice, three from each cohort. 

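*Hoxa9*/MTV leukemias carry retroviral *Hoxa9* with the empty control vector MTV. Each library came from 1 mouse: mice 1.1, 1.2 and 1.4 of the *Hoxa9*/MTV cohort and mice 3.2, 3.3 and 3.5 of the *Hoxa9*/*IRX3* cohort. The numbers name animals and do not pair the cohorts. The authors sequenced paired ends of strand-specific polyA libraries, aligned the reads to GRCm38 with Bowtie2 and removed unaligned, non-primary and low-quality alignments with SAMtools. They deposited, for each gene and mouse, reads per kilobase of gene scaled to the mapped reads of the library (RPKM), which are not counts. Low values are whole multiples of the value of 1 read, and these steps give the number of reads by which each library was divided. This number was 8843083, 8305937 and 9672522 in mice 1.1, 1.2 and 1.4, with a median of 8843083. In mice 3.2, 3.3 and 3.5 it was 8860734, 9803621 and 7979246, with a median of 8860734. The paper's reported range after filtering is 8.3e+06 to 10.2e+06, and the RPKM used here rest on the recovered numbers. For a gene of median length, 3 reads amounted to between 0.0173 and 0.0213 RPKM. Where all mice of a cohort had 3 reads or fewer, the change is given as a lower bound against 3 reads, which covers counting error only.
The introduced genes were looked up first in every mouse, for *IRX3* through the mouse gene *Irx3*. *Irx3* (ENSMUSG00000031734) lies on chromosome 8 of GRCm38 from 91798525 to 91802067, on the minus strand. *IRX3* was introduced as a human cDNA, so the value of *Irx3* holds only the reads that aligned to the mouse gene. Reads of the human cDNA and of endogenous *Irx3* cannot be told apart in it. It therefore does not measure the level of introduced *IRX3*. *Irx3* was listed at 0 in all 3 *Hoxa9*/MTV mice and at 15.1, 0.421 and 0.148 RPKM in mice 3.2, 3.3 and 3.5, which correspond to 454, 14 and 4 reads. All 3 *Hoxa9*/*IRX3* mice thus lay above all 3 *Hoxa9*/MTV mice (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). The mean was at least 52.6-fold higher, a bound set by mouse 3.2, without which it was at least 2.86-fold. On log2(RPKM + 0.5), limma gave a log2 fold change of 2.07 (SE 1.14, adjusted p = 0.308), and 0.63 without mouse 3.2. *Hoxa9* (ENSMUSG00000038227; chromosome 6, 52223100 to 52231089) was at 292 ± 103 RPKM (SD, n = 3) in *Hoxa9*/MTV and 206 ± 45.9 RPKM (SD, n = 3) in *Hoxa9*/*IRX3* cells. These ranges overlapped, with a log2 fold change of -0.46 (SE 0.33, adjusted p = 0.420 by limma). Transcripts of the retrovirus and of the endogenous gene are counted together in this value.
All further changes are given as *Hoxa9*/*IRX3* versus *Hoxa9*/MTV on log2(RPKM + 0.5), a scale that understates the change of weakly expressed genes. They were tested with limma with a variance trend and Benjamini-Hochberg adjustment. Across genes, which are not independent replicates, Pearson's r on this scale was 0.978 to 0.983 between *Hoxa9*/MTV mice, 0.917 to 0.925 between *Hoxa9*/*IRX3* mice and 0.894 to 0.918 between cohorts. The first principal component held 49.1% of the variance and separated the cohorts, and the second held 21.5%. Against counting error alone, which leaves out amplification and differences between animals, chi-square per degree of freedom was 14.1 to 18.8 between *Hoxa9*/MTV mice and 64.8 to 76.9 between *Hoxa9*/*IRX3* mice.

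**Figure D1:**
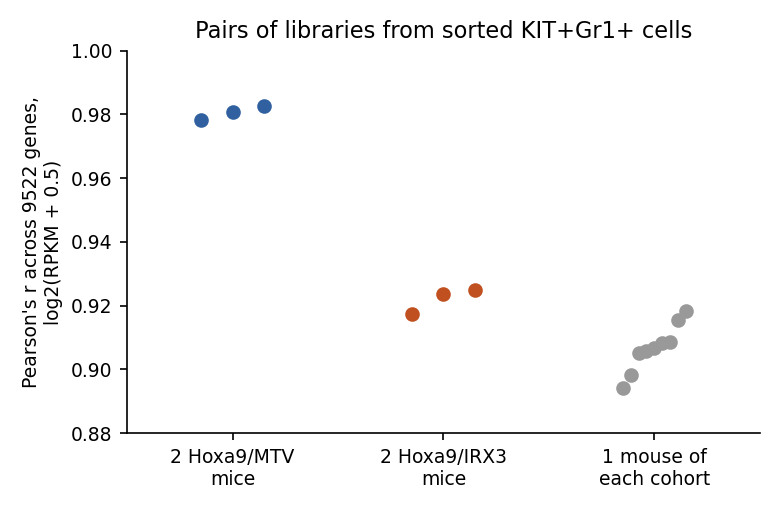
Pearson's r across the 9522 tested genes for each pair of the 6 mice, on log2(RPKM + 0.5), grouped by whether both mice carried MTV, both carried *IRX3*, or 1 of each. All pairs of *Hoxa9*/MTV mice lie at 0.978 or above, and all other pairs at 0.925 or below.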

Cells with this immunophenotype are enriched for leukemia-initiating activity in *Hoxa9/Meis1* murine leukemias (Gibbs et al., 2012). 

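The authors' table lists 41128 genes of all annotated types. Of these, 21397 are protein-coding in GENCODE M21, and 9522 protein-coding genes passed 0.5 RPKM in at least 1 mouse. The paper's criterion was taken as an unadjusted p under 0.05 in an unpaired test of mean RPKM with equal variances and a ratio of means over 2. It was met by 215 genes higher in *Hoxa9*/*IRX3* cells and 449 genes lower. Of the 197 upregulated genes in Table S5, 185 matched a gene above the threshold, and 184 of these met the criterion here as higher. With limma, 298 genes had an adjusted p under 0.05 and at least a 2-fold change, 105 higher and 193 lower, and 291 of the 298 also met the paper's criterion. The cohorts did not overlap for any of the 298 genes. They did not overlap for 3213 genes (33.7%) of all those tested, where chance gives 10%. The unadjusted p was under 0.05 for 2315 genes. Among the fits that each left out 1 mouse, the count was moved most without mouse 1.4, which left 61 genes past both limits. It was 74 without mouse 1.1, 66 without mouse 1.2 and 409 without mouse 3.2.
*Cited4* (ENSMUSG00000070803; chromosome 4, 120666572 to 120667820) rose the most among non-overlapping genes with a mean of at least 1 RPKM, from 0.117 ± 0.0417 to 64.5 ± 52.9 RPKM (SD, n = 3 each). Its log2 fold change was 6.42 (SE 0.51, adjusted p = 0.00298 by limma). The rise was at least 239-fold, and at least 127-fold without mouse 3.3. *Clec11a* rose from 3.41 ± 1.51 to 95.3 ± 40.1 RPKM, a log2 fold change of 4.63 (SE 0.41, adjusted p = 0.00393). *Tceal8* rose by 4.24 on the log2 scale (SE 0.26, adjusted p = 0.00183). The rise of *Slc32a1* (3.70, adjusted p = 0.0415) stayed past both limits in only 2 of the 6 fits that each left out 1 mouse. *Clu* (ENSMUSG00000022037; chromosome 14, 65968483 to 65981547), the first upregulated gene of Table S5, had no reads in *Hoxa9*/MTV cells and 4.08 ± 0.653 RPKM in *Hoxa9*/*IRX3* cells (SD, n = 3). It was at least 158-fold higher, with a log2 fold change of 3.19 (SE 0.13, adjusted p = 0.000502). Of the first entries of Table S6, *Far2* rose by 1.48 (SE 0.11) and *Ptpn12* by 1.11 (SE 0.13), with adjusted p of 0.00298 and 0.00980. *Far2* stayed past both limits in all 6 fits that left out a mouse and *Ptpn12* in 3, with an adjusted p of up to 0.0637. *Snapin* rose by 0.94 (adjusted p = 0.0137, up to 0.0853 with 1 mouse left out) and *Mrfap1* by 0.49 (adjusted p = 0.0712), both less than 2-fold. Among the 23 tested genes that the paper names for myeloid leukemia or lists first in Tables S5 and S6, 12 had an adjusted p under 0.05 adjusted over the list alone and 9 over all genes. The study picked 8 of these genes on these libraries, so the first count is not independent evidence.

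**Figure D2:**
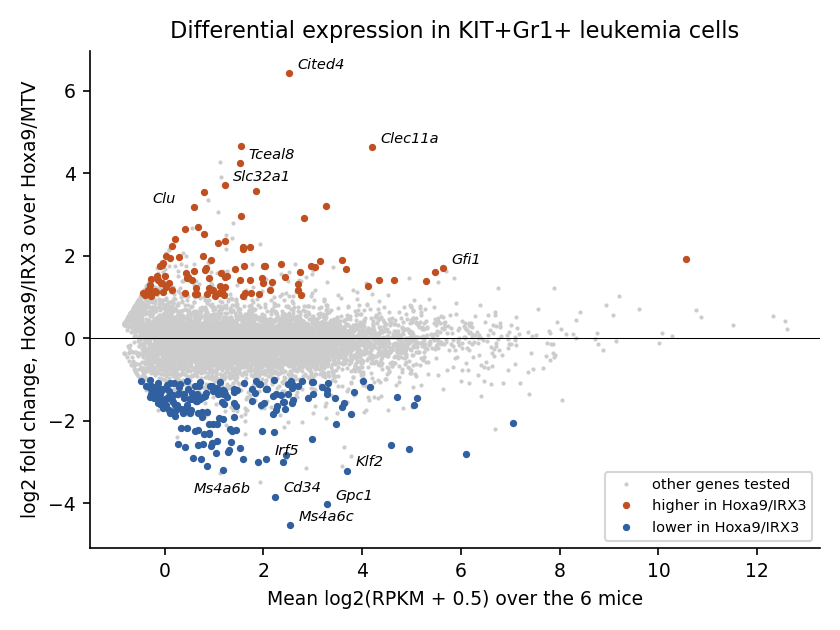
Log2 fold change of each of the 9522 tested genes in *Hoxa9*/*IRX3* versus *Hoxa9*/MTV cells against its mean log2(RPKM + 0.5) over the 6 mice. Colored points mark the 105 genes higher and 193 genes lower that passed both limits, and labels mark 12 of the genes named in the text.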

Analysis of 8,954 protein-coding genes that passed threshold criteria (i.e., expression >0.5 reads per kilobase per million mapped reads [RPKM] in at least one sample) revealed that 197 were upregulated and 403 downregulated by at least 2-fold in *Hoxa9*/*IRX3* versus *Hoxa9/MTV* leukemias (Figure 5A). 

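Gene Ontology terms were not analysed here. The largest falls among the genes past both limits with a mean of at least 1 RPKM were in *Ms4a6c*, *Gpc1*, *Cd34*, *Klf2* and *Ms4a6b*. *Ms4a6c* (ENSMUSG00000079419; chromosome 19 of GRCm38, 11469366 to 11482192) fell from 27.7 ± 4.83 RPKM in *Hoxa9*/MTV to 0.800 ± 0.545 RPKM in *Hoxa9*/*IRX3* cells (SD, n = 3 each), a log2 fold change of -4.53 (SE 0.35, adjusted p = 0.00298 by limma). The neighboring paralog *Ms4a6b* changed by -3.19 (SE 0.25), and reads of these similar genes could have been exchanged in alignment. *Cd34* (ENSMUSG00000016494; chromosome 1, 194938819 to 194961279) fell from 17.4 ± 1.81 to 1.08 ± 1.22 RPKM, a log2 fold change of -3.84 (SE 0.58, adjusted p = 0.0206). *Gpc1* (-4.03, adjusted p = 0.0405) stayed past both limits in 2 of the 6 fits that each left out a mouse. *Cd34* and *Klf2* (-3.21, adjusted p = 0.0310) stayed in 3 of them.
The downregulated genes were then compared with the genes that Table S7 lists as higher in mature neutrophils and monocytes than in hematopoietic stem cells. Of its 425 human symbols, 375 (88.2%) matched a mouse symbol in capitals, and 307 of these genes were above the threshold. Of the 449 genes lower by the paper's criterion, 23 belonged to the set, where 14.5 would be drawn by chance from all tested genes (odds ratio 1.67, one-sided Fisher's exact test, p = 0.0188). A further 7 members met the criterion as higher. With mouse 3.2 left out the odds ratio was 1.29 (Fisher's exact test, p = 0.173), and with mouse 3.5 left out it was 2.57 (Fisher's exact test, p = 3.73e-05). It also lost significance when mouse 1.1, 1.4 or 3.3 was left out (Fisher's exact test, p = 0.0783, 0.117 and 0.0811).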

Gene Ontology analysis revealed significant enrichment within the *Hoxa9*/*IRX3* downregulated gene set of biological process terms such as “immune response,” “leucocyte activation,” and “defense response” (Table S5), suggesting that IRX3-repressed genes are associated with mature myeloid cells. At similar levels of significance, there were no enriched terms among the *Hoxa9*/*IRX3* upregulated gene set. Gene set enrichment analysis (GSEA) confirmed that co-expression of *IRX3* with *Hoxa9* led to repression of a mature myeloid lineage program in KIT^+^Gr1^+^ leukemia cells, in keeping with morphologic analysis (Figures 3G and 3H). 

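Genes were ranked by signal-to-noise score, the difference between the cohort means in RPKM over the sum of their SDs. The copy of Table S6 used here holds 1994 entries, with 13306 left out. Of 1856 entries matched to 1 gene, 1851 (99.7%) had a score within 0.001 of the one computed here. Preranked GSEA with 10000 permutations of genes gave the neutrophil and monocyte set a normalized enrichment score (NES) of -1.401 in *Hoxa9*/*IRX3* versus *Hoxa9*/MTV cells. Its false discovery rate over the 5 sets tested was 0.0292, and 124 members formed the leading edge. The unweighted score moved the NES most, to -2.13. The enrichment depended on single mice. Without mouse 3.3 the NES was -1.03, with a false discovery rate of 0.421. The rate was also above 0.05 without mouse 1.1, 1.4 or 3.2, at 0.0557, 0.0769 and 0.126.
*Tlr2* and *Cfp* were among the members with a mean of at least 5 RPKM that fell strongly. *Tlr2* (ENSMUSG00000027995; chromosome 3, 83836272 to 83841767) was at 8.27 ± 2.71 RPKM in *Hoxa9*/MTV and 2.34 ± 0.887 RPKM in *Hoxa9*/*IRX3* cells (SD, n = 3 each), a log2 fold change of -1.64 (SE 0.31, adjusted p = 0.0376 by limma). The adjusted p reached 0.142 when 1 mouse was left out. *Cfp* changed by -1.54 (SE 0.34, adjusted p = 0.0521) without overlap of the cohorts.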

Among genes downregulated in *Hoxa9*/*IRX3* versus *Hoxa9/MTV* AML cells, there was significant enrichment for genes highly expressed in both mature monocytes and mature neutrophils (i.e., myelomonocytic genes) (Figure 5B; Tables S6 and S7).

**Figure 5:**
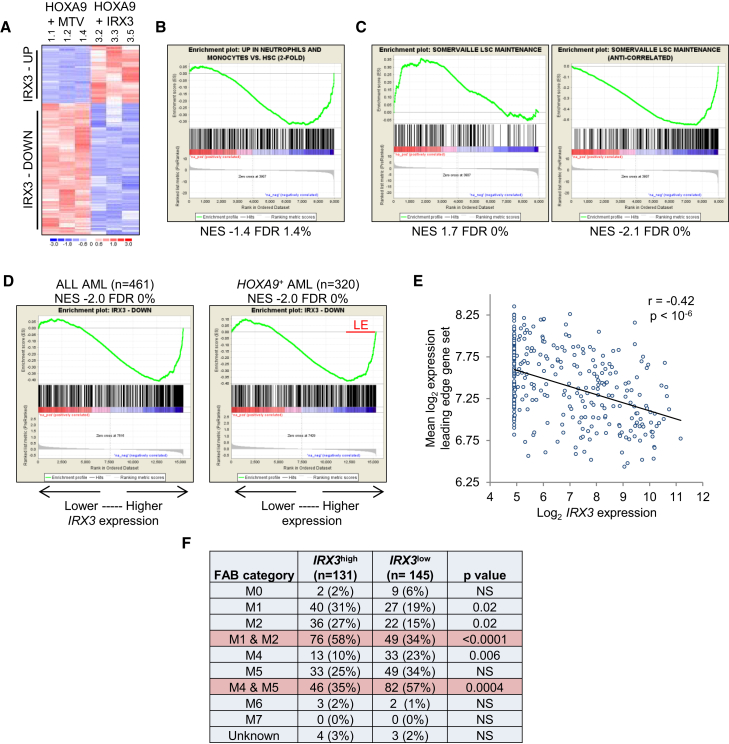
IRX3 Represses a Myelomonocytic Differentiation Program in Murine and Human AML (A) Heatmap shows differentially expressed protein-coding genes (p < 0.05, unpaired t test, >2-fold). (B–D) GSEA plots show enriched expression of (B) mature myelomonocytic genes, (C) LSC maintenance signature genes, and (D) IRX3-repressed genes in (B and C) *Hoxa9*/MTV versus *Hoxa9*/*IRX3* AML cells or (D) primary human AMLs ranked by *IRX3* expression, respectively. (E) Scatterplot shows expression of *IRX3* in primary human *HOXA9*^+^ AML samples versus mean log_2_ expression level for the leading-edge gene set shown in (D). (F) Morphologic classification of *IRX3*^high^ versus *IRX3*^*l*ow^ primary *HOXA9*^+^ AML samples (Wouters et al., 2009). p values were calculated using Fisher’s exact test. See also Figure S5 and Tables S5, S6, and S7.

GSEA also revealed significant overlap with expression patterns observed in murine models of leukemia associated with high-level expression of *Hoxa9* and *Meis1*. Mixed-lineage leukemia (MLL) fusion oncogenes require *Hoxa9* and *Meis1* to properly transform HSPCs and to establish a leukemia cell hierarchy. 

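The LSC maintenance set of Table S7 holds 181 symbols, of which 172 matched and 158 were above the expression threshold. Its NES was 1.72 in *Hoxa9*/*IRX3* versus *Hoxa9*/MTV cells, with a false discovery rate of 0.00171 and 53 genes in the leading edge. Without mouse 3.2 the NES was 1.15 and the false discovery rate 0.209. Few single members changed by more than 2-fold: 3 met the paper's criterion as higher and 3 as lower. Among members with a mean of at least 5 RPKM, *Slc16a1*, *Kdelr2* and *Calu* rose most. *Slc16a1* (ENSMUSG00000032902; chromosome 3, 104638668 to 104658462) went from 5.39 ± 0.284 to 10.8 ± 1.94 RPKM (SD, n = 3 each), a log2 fold change of 0.93 (SE 0.16, adjusted p = 0.0292 by limma, up to 0.138 with 1 mouse left out). *Calu* rose by 0.77 (SE 0.19, adjusted p = 0.0694) and *Kdelr2* by 0.77 (SE 0.20, adjusted p = 0.0784). In each of these 3 genes all *Hoxa9*/*IRX3* mice lay above all *Hoxa9*/MTV mice.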

We observed that in *Hoxa9*/*IRX3* versus *Hoxa9/MTV* AML cells, there was significant enrichment of expression of the transcriptional sub-program that contributes to blocked differentiation and enhanced self-renewal of leukemia stem cells (LSCs) in murine MLL leukemias (LSC maintenance program; Somervaille et al., 2009) (Figure 5C; Tables S6 and S7). Likewise, the set of genes anti-correlated with the LSC maintenance program (i.e., associated with differentiated leukemia cells, downstream of the LSC) was strongly repressed in *Hoxa9*/*IRX3* versus *Hoxa9/MTV* AML cells (Figure 5C; Tables S6 and S7). 

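Of the 341 symbols of the anti-correlated set, 308 matched and 261 were above the expression threshold. The NES was -2.12 in *Hoxa9*/*IRX3* versus *Hoxa9*/MTV cells (p = 0.0001, the smallest that 10000 permutations can give), and the leading edge held 116 genes. With each mouse left out in turn, the NES stayed between -2.14 and -1.96. The paper's criterion was met by 28 members as lower and by 1 as higher. *Irf5* (ENSMUSG00000029771; chromosome 6, 29526625 to 29541871) fell from 10.9 ± 0.237 to 1.01 ± 0.2003 RPKM (SD, n = 3 each), a log2 fold change of -2.93 (SE 0.13, adjusted p = 0.000502 by limma). It stayed past both limits in all 6 fits that each left out a mouse. *Ccr2* (ENSMUSG00000049103; chromosome 9, 124101950 to 124113557) fell from 22.4 ± 3.81 to 5.05 ± 1.39 RPKM, a log2 fold change of -2.06 (SE 0.23, adjusted p = 0.00843), and stayed past both limits in 4 of these fits.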

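Table S7 lists 68 positively and 80 negatively regulated symbols of *Hoxa9* and *Meis1*, of which 58 and 54 matched genes above the expression threshold. The positively regulated set had an NES of 1.89 (false discovery rate 0.000341) with 14 genes in the leading edge. Without mouse 3.5 its NES was 1.33 (false discovery rate 0.0567). Only 5 members met the paper's criterion, all as higher. The 2 strongest rises among members with a mean of at least 5 RPKM were in *Tst* (0.75 on the log2 scale) and *Bet1* (0.50). Neither reached an adjusted p under 0.05 by limma, with 0.103 and 0.167 respectively.
The negatively regulated set had an NES of -1.59 (false discovery rate 0.00717) with 30 genes in the leading edge. Without mouse 3.2 the NES was -0.998 (false discovery rate 0.477), and without mouse 1.4 it was -1.44 (0.0582). The criterion was met by 11 members as lower and by 1 as higher. *Fos* (ENSMUSG00000021250; chromosome 12, 85473890 to 85477273) fell from 187 ± 53.7 to 31.9 ± 24.5 RPKM (SD, n = 3 each), a log2 fold change of -2.81 (SE 0.58, adjusted p = 0.0444 by limma). *Anxa1* changed by -1.73 (SE 0.34, adjusted p = 0.0391). Leaving out 1 mouse took the adjusted p of *Fos* to at most 0.171 and that of *Anxa1* to at most 0.154. *Egr1* changed by -3.09 (SE 1.08, adjusted p = 0.147), which was not significant.
*Meis1* itself (ENSMUSG00000020160; chromosome 11, 18879817 to 19018985) had 408, 398 and 1174 reads in mice 1.1, 1.2 and 1.4 and none in the 3 *Hoxa9*/*IRX3* mice. Its mean was 0.516 ± 0.308 RPKM (SD, n = 3) in *Hoxa9*/MTV cells and at least 211-fold lower in *Hoxa9*/*IRX3* cells, or at least 138-fold without mouse 1.4. The log2 fold change was -0.98 (SE 0.23, adjusted p = 0.0631 by limma).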

Similar positive and negative enrichments were observed for gene sets derived from transformed progenitor cells with sustained (HOXA9_MEIS1 POSITIVELY REGULATED) or withdrawn (HOXA9_MEIS1 NEGATIVELY REGULATED) *Hoxa9*/*Meis1* dual expression (Hess et al., 2006) (Figure S5A). 

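The GSEA permuted genes and so takes no account of correlation between genes of a set. In limma's camera with an inter-gene correlation of 0.01, the adjusted p was 5.31e-07 for the set anti-correlated with LSC maintenance, 0.00324 for LSC maintenance, 0.00397 and 0.00711 for the negatively and positively regulated HOXA9_MEIS1 sets and 0.157 for the neutrophil and monocyte set. With the correlation estimated from the data, it was 0.0366 for the anti-correlated set and 0.0644 to 0.222 for the other 4. Under limma's fry, it was 0.000603 for the anti-correlated set, 0.138 for LSC maintenance and 0.00902 for each of the other 3. The anti-correlated set was therefore the only one past 0.05 under all 3 tests. The 6 mice can be split into 3 and 3 in 10 ways, so no share of splits below 0.1 can be reached.

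**Figure D3:**
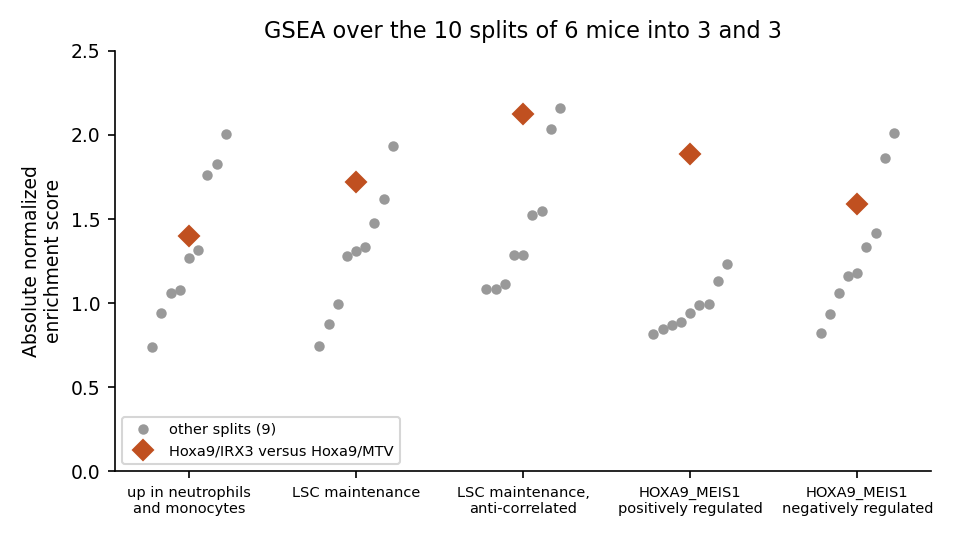
NES of the 5 gene sets for the split of the 6 mice into *Hoxa9*/*IRX3* and *Hoxa9*/MTV and for the 9 other splits into 3 and 3, with the sign of a split being arbitrary. In the positively regulated HOXA9_MEIS1 set no other split reached the NES of the cohorts, while in each of the other 4 sets at least 1 other split did.

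Genes of transcription factors in these programs moved apart. *Gfi1* (ENSMUSG00000029275; chromosome 5, 107716657 to 107726036) rose from 27.2 ± 1.64 to 89.8 ± 6.50 RPKM (SD, n = 3 each), a log2 fold change of 1.71 (SE 0.13, adjusted p = 0.00298 by limma), and stayed past both limits with any 1 mouse left out. *Klf4* (ENSMUSG00000003032; chromosome 4, 55527143 to 55532466) fell from 8.41 ± 3.08 to 1.47 ± 0.884 RPKM, a log2 fold change of -2.24 (SE 0.44, adjusted p = 0.0391), and stayed past both limits in 1 of the 6 fits that left out a mouse. *Irf8* changed by -1.79 (SE 1.13, adjusted p = 0.367), with 12585 reads in mouse 3.3 but 470 and 484 in mice 3.2 and 3.5. Without mouse 3.3 its change was -3.22, and the adjusted p ran from 0.00551 in that fit to 0.621 without mouse 3.5. The cohorts overlapped for *Spi1* (-0.57, adjusted p = 0.344), *Myc* (0.24, adjusted p = 0.768) and *Myb* (-0.10, adjusted p = 0.749). The sign for *Myc* changed when mouse 1.2 or 3.2 was left out, and that for *Myb* when mouse 3.2 was.

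**Figure D4:**
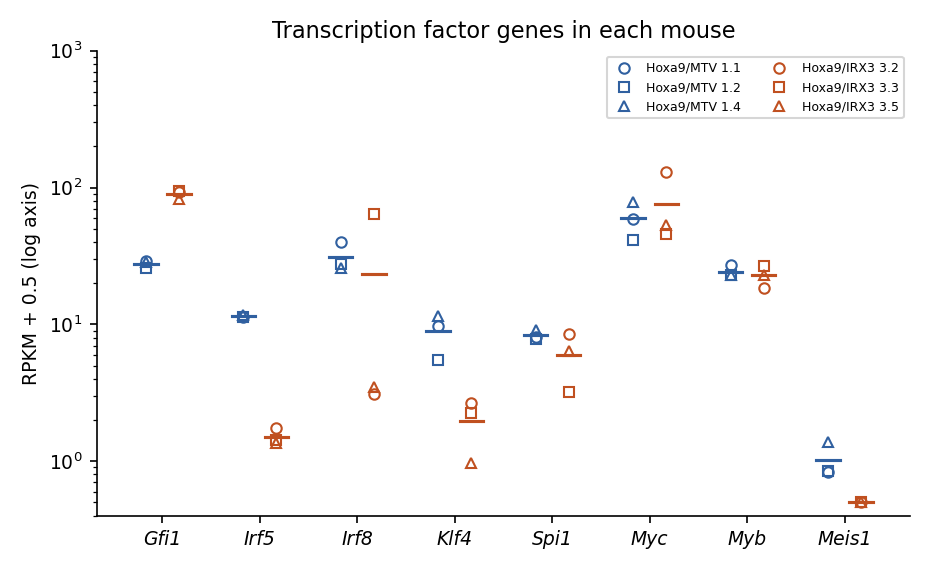
RPKM + 0.5 of *Gfi1*, *Irf5*, *Irf8*, *Klf4*, *Spi1*, *Myc*, *Myb* and *Meis1* in each of the 6 mice on a logarithmic axis. Points are mice and bars are cohort means, and the cohorts do not overlap for *Gfi1*, *Irf5*, *Klf4* and *Meis1*.

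The paper draws its conclusion on self-renewal and myeloid differentiation under *IRX3* from its analyses taken together.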

All together, these analyses demonstrate that co-expression of *IRX3* with *Hoxa9* enhances expression of genes previously associated with LSC self-renewal and represses expression of a terminal myeloid lineage differentiation program.

We next evaluated whether a signature of IRX3 transcriptional activity could be detected in human AML. We ranked protein-coding genes in *IRX3*^high^ versus IRX3^low^ human AMLs (Wouters et al., 2009) using a signal-to-noise ranking metric (Table S6) and performed GSEA using the set of genes repressed by IRX3 in murine *Hoxa9*/*IRX3* AML cells (Table S5). There was highly significant negative enrichment of IRX3-repressed genes in human *IRX3*^high^ versus *IRX3*^low^ human AMLs whether all AMLs were considered or just those expressing high levels of *HOXA9* (Figure 5D). Indeed, in leading-edge analyses, there was a highly significant association of higher *IRX3* expression in human *HOXA9*^+^ AML with greater repression of IRX3-repressed genes identified in murine leukemias (Figure 5E; Table S7). Remarkably, when the morphologic classification of *HOXA9*^+^ AMLs was considered, among cases with high *IRX3* expression, there were significantly fewer AMLs exhibiting myelomonocytic differentiation (i.e., French-American-British [FAB] M4 subtype) and significantly more AMLs exhibiting minimal differentiation (i.e., FAB M1 subtype) or maturation toward the granulocytic lineage (i.e., FAB M2 subtype) (Figure 5F). Thus, in primary human AML, as in murine AML, misexpression of *IRX3* contributes functionally to blockade of myelomonocytic lineage differentiation.

### IRX3 and FOXC1 Differentially Repress Expression of Myelomonocytic Transcription Factors

We previously reported that the mesenchymal transcription factor gene *FOXC1* is also frequently misexpressed in human AML to confer, in particular, a monocytic lineage differentiation block (Somerville et al., 2015). With regard to the morphologic classification of human AML, *FOXC1*-expressing leukemias were significantly less likely to exhibit monocytic lineage differentiation (i.e., FAB-M5) and significantly more likely to exhibit granulocytic lineage differentiation (i.e., FAB M2) (Somerville et al., 2015). The presence of high *FOXC1* expression in AML was also associated with inferior outcome, in contrast to the presence of high *IRX3* expression (Figure S5B). Murine *Hoxa9/FOXC1* leukemias also exhibited shortened latency versus *Hoxa9/MTV* leukemias (Somerville et al., 2015), in contrast to the latencies observed for *Hoxa9/IRX3* leukemias (Figure 3E).

To evaluate the consequences of misexpressed *IRX3* and *FOXC1* on expression levels of transcription factors required for normal myelomonocytic lineage differentiation, and to determine why the phenotypic consequences of *IRX3* and *FOXC1* misexpression differed one from another, we performed qPCR using murine leukemia samples and analyzed expression levels in published human AML datasets. In flow-sorted murine BM KIT^+^Gr1^+^ AML cells, expression levels of transcription factor genes such as *Irf8*, *Irf5*, and *Klf4* (which promote monocytic lineage differentiation) were significantly lower in *Hoxa9*/*FOXC1* AMLs in comparison with *Hoxa9*/*IRX3* and *Hoxa9*/MTV AMLs (Figure 6A). There was no significant difference in expression levels of the myeloid lineage master regulator *Sfpi1*. In the case of *Gfi1* (which promotes granulocytic lineage differentiation), there was a variable increase in expression in *Hoxa9*/*IRX3* AMLs compared with the other subtypes, although this did not achieve statistical significance.

**Figure 6:**
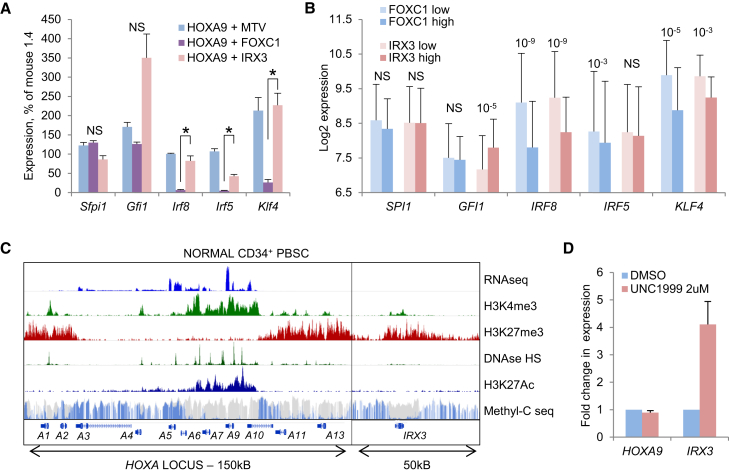
IRX3 Represses Myelomonocytic Genes in Human AML (A) Bar chart shows mean + SEM relative expression of the indicated genes in flow-sorted murine KIT^+^Gr1^+^ BM AML cells (MTV, control, empty vector) (n = 5 or 6 per cohort). ^∗^p ≤ 0.05 using one-way ANOVA with Fisher’s least significant difference post hoc analysis for the indicated comparison. NS, not significant. (B) Bar chart shows mean + SD log_2_ array expression values for the indicated genes in *FOXC1*^high^ (n = 95) versus *FOXC1*^*l*ow^ (n = 175) and *IRX3*^high^ (n = 133) versus *IRX3*^*l*ow^ (n = 158) human *HOXA9*^+^ AML cases (Wouters et al., 2009). p values (unpaired t test) are shown where significant. NS, not significant. (C) Image shows high-throughput sequencing tracks from the ENCODE consortium for the *HOXA* locus and *IRX3*. (D) Bar chart shows mean + SEM relative expression of *IRX3* and *HOXA9* in normal human CD34^+^ cells from separate donors following 5 days of treatment with UNC1999 or DMSO in serum-free liquid culture (n = 4). See also Figure S5.

In primary human AML samples, a very similar pattern was observed. In comparison with *FOXC1*^low^ or *IRX3*^low^ cases, *FOXC1*^high^ or *IRX3*^high^ cases respectively exhibited significantly lower level expression of *IRF8* and *KLF4*, and for both genes, the proportionate reduction in expression was greater for *FOXC1*^high^ cases than for *IRX3*^high^ cases (Figure 6B). *IRF5* expression was significantly lower in *FOXC1*^high^ versus *FOXC1*^low^ cases and no different between the *IRX3* groups, whereas *GFI1* expression was significantly higher in *IRX3*^high^ versus *IRX3*^low^ cases and no different between the *FOXC1* groups. Expression levels of *SPI1* did not differ. Similar analyses using a separate, smaller dataset from TCGA also gave similar results (Figure S5C), in particular with regard to expression levels of *GFI1* and *IRF8*. Together these data demonstrate that although *IRX3* and *FOXC1* misexpression contribute to the differentiation block observed in human AML, they repress myelomonocytic lineage transcription factor genes in a distinctive manner: FOXC1 represses monocytic lineage genes more profoundly than does IRX3, whereas the opposite is the case for GFI1.

### Polycomb Activity Sustains IRX3 Repression in Normal Human CD34^+^ Stem and Progenitor Cells

*IRX3* is only minimally expressed in normal CD34^+^ cells, and its genetic locus is marked by high levels of H3K27 trimethylation (Zhou et al., 2011) (Figure 6C), suggesting that its relative transcriptional silence is maintained by Polycomb-mediated repression. To address this question, normal human CD34^+^ HSPCs from multiple donors were treated *in vitro* for 5 days with a dual EZH1 and EZH2 inhibitor (UNC1999; Konze et al., 2013). We observed a significant increase in *IRX3* expression but no change in *HOXA9* expression (Figure 6D); the *HOXA9* locus is not marked by H3K27 trimethylation in normal CD34^+^ HSPCs (Figure 6C). Thus, the Polycomb complex contributes to continued repression of *IRX3* in normal HSPCs.

### *IRX3* Is Frequently Co-expressed with HOX Genes in Human Acute Lymphoblastic Leukemia

To provide a more comprehensive evaluation of the role of *IRX3* in human acute leukemia, we analyzed published expression datasets from patients with acute lymphoblastic leukemia (ALL). In a cohort of T-ALL patients (Microarray Innovations in Leukemia [MILE] study; Haferlach et al., 2010), *IRX3* transcripts were detected at high level (i.e., with a probeset [229638_at] value of ≥ 0.42, approximating to a value among the top 25% of array probeset values) in 84 of 174 cases (48%) (Figure 7A). To identify transcription factor genes concordantly expressed with *IRX3* in T-ALL, we compared *IRX3*^high^ (array signal intensity > 0.42, n = 84) with *IRX3*^low^ (array signal intensity < 0.3, n = 78) cases and observed that only *HOXA* genes were upregulated by greater than a mean 2-fold change in array signal intensity (and with p < 10^−5^, by unpaired t test) (Figure 7B). Of the 84 *IRX3*^high^ cases, 52 (62%) expressed *HOXA9* at high level, 18 (21%) were *HOXA9*^low^ but expressed one or more alternate HOX genes, and 8 (14%) were HOX^low^ but instead expressed the homeodomain transcription factors *TLX1* or *TLX3* (Figure 7C). Of the *HOXA9*^high^ T-ALL cases (i.e., 60 of 174), 52 of 60 (87%) were *IRX3*^high^ (Figure 7C). High HOXA expression is a feature of human T-ALL associated with *CALM-AF10* fusions, *SET-NUP214* fusions, *MLL* gene rearrangements, or inv(7) or t(7;7) translocations (resulting in apposition of the HOXA locus to *TCR-β* regulatory elements; Soulier et al., 2005, Van Vlierberghe et al., 2008).

**Figure 7:**
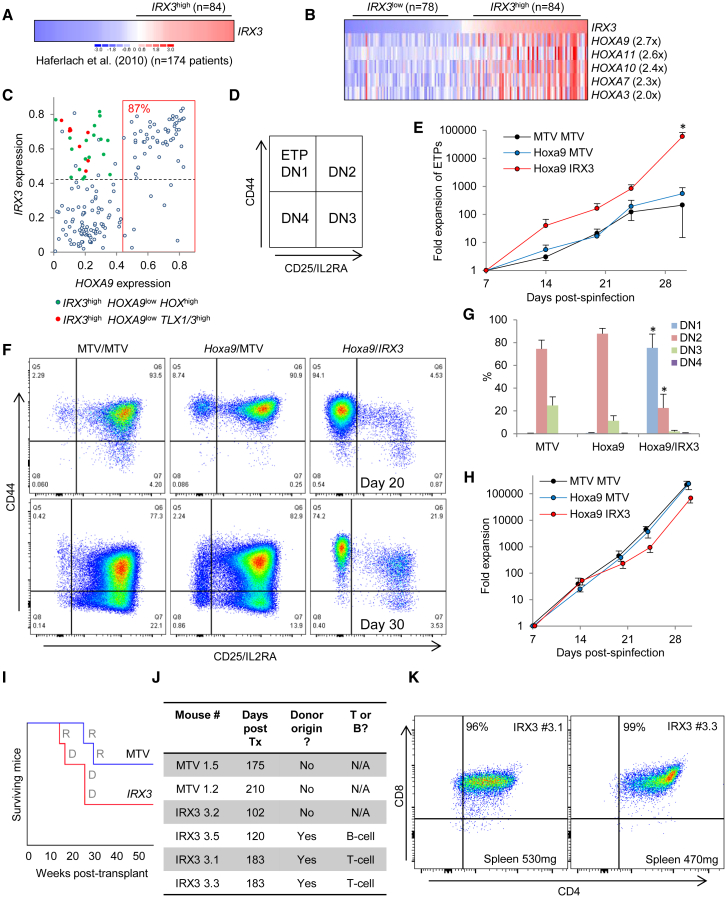
IRX3 Misexpression in Lymphoblastic Leukemia (A) *IRX3* expression in bulk human T-ALL samples. (B) Heatmap shows *IRX3*^high^ versus *IRX3*^low^ T-ALL cases and the most differentially expressed transcription factor genes with mean fold change. (C) *IRX3* versus *HOXA9* expression in primary human T-ALL (Haferlach et al., 2010). Percentage in red text indicates the proportion of *HOXA9*^high^ samples (red box) with high *IRX3* expression (above the dotted gray line). (D) Immunophenotypic definition of early T cell progenitor double-negative (DN) populations. (E) Mean + SEM fold expansion in OP9 DL1 stromal culture of ETP/DN1 cells over input number on day 7 (n = 4–6). MTV, empty vector. (F) Representative flow cytometry plots. (G) Immunophenotypic developmental stage of Lin^neg^ BM HSPCs expressing the indicated gene combinations cultured for 30 days on OP9 DL1 stroma (mean + SEM percentage, n = 6). (H) Mean + SEM fold expansion in OP9 DL1 stromal culture of total cell number over input numbers on day 7 (n = 4–6). For (G) and (H), ^∗^p ≤ 0.05 using one-way ANOVA with Fisher’s least significant difference post hoc analysis for *Hoxa9/IRX3* versus *Hoxa9* and MTV conditions. Murine CD45.1^+^ KIT^+^ BM cells were infected with *IRX3*-expressing or control retroviral vectors, and 96 hr later, 10^6^ drug-resistant cells were transplanted into irradiated CD45.2^+^ congenic recipients. (I) Survival curves. D, donor-derived leukemia; R, recipient-derived leukemia. (J) Survival times and cause of death. (K) Flow cytometry plots show immunophenotype of CD45.1^+^ BM cells at death in the indicated mice. See also Figures S6 and S7.

In B-acute lymphoblastic leukemia (B-ALL), high *IRX3* expression was detected in 116 of 563 cases (21%) in the MILE cohort (Figure S6A). There was a particular association of high *IRX3* expression with the presence of an *MLL* gene rearrangement (31 of 70 cases [44%]), or the presence of t(12;21), the cytogenetic hallmark of the *ETV6-RUNX1* fusion (44 of 58 cases [76%]) (Figure S6B). To identify transcription factor genes exhibiting concordant expression with *IRX3* in B-ALL, we compared *IRX3*^high^ (array signal intensity > 0.42, n = 116) with *IRX3*^low^ (array signal intensity < 0.3, n = 398) B-ALLs. Only *HOXA9*, *MEIS1*, and *SOX11* were upregulated by greater than a mean 2-fold change in array signal intensity (and with p < 10^−5^, by unpaired t test) in *IRX3*^high^ B-ALLs (Figure S6B). Of the 57 *MLL* rearranged *HOXA9*^high^ cases, 27 (47%) were *IRX3*^high^ (Figure S6C). *IRX3*^high^ cases with a t(12;21) did not express HOX genes at high level (Figure S6B). Together these data demonstrate that *IRX3*, which is expressed at very low levels in normal hematopoiesis, is frequently highly expressed in human ALL.

### *IRX3* Impedes Phenotypic Differentiation of T Cell Precursors and Induces Lymphoid Leukemias

To evaluate the functional consequences of *IRX3* expression in early stage lymphoid development, Lin^neg^ murine BM HSPCs were double-transduced with pairwise combinations of *IRX3*, *Hoxa9*, or control retroviral vectors and, following drug selection, co-cultured on stromal layers. Where BM cells were co-cultured on OP9 stroma (which supports B-lineage differentiation), we observed no significant difference in upregulation of the B-lineage markers B220 and CD19 or expansion of cell numbers (Figure S6D). In contrast, where cells were co-cultured on OP9 DL1 stroma (which ectopically expresses the Notch ligand DLL1 and supports T-lineage differentiation), we observed a highly significant block in differentiation of *Hoxa9/IRX3* co-expressing cells at the early thymic progenitor (ETP) stage. Differentiating T cell progenitors exhibit sequential expression of CD44 and CD25, which together define developmental stages ETP/DN1 through to DN4 (Figure 7D) (Yui and Rothenberg, 2014). Over the 4 week assay, there was a mean 100-fold greater expansion of cells with an ETP/DN1 immunophenotype in the presence of *Hoxa9/IRX3* co-expression, whereas cells expressing *Hoxa9* alone or control cells readily progressed to DN2 and DN3 downstream differentiation stages (Figures 7E–7G). Overall expansion of cell numbers was similar (Figure 7H). Of note, in contrast to BM HSPCs cultured in myeloid conditions (Figure 2), *IRX3*/MTV expressing Lin^neg^ cells failed to expand on OP9 DL1 stroma (n = 4).

In keeping with a role for IRX3 in promoting the development of lymphoid leukemias, we found that irradiated congenic mice transplanted with *IRX3*-expressing KIT^+^ BM HSPCs developed lymphoid leukemias with incomplete penetrance. In the 12 weeks after transplantation, although there was significantly reduced donor:recipient chimerism in comparison with animals receiving control cells (Figure S6E) (as observed in mice transplanted with *IRX3*/*Hoxa9*-expressing cells; Figure 3D), there was no significant proportional difference in myeloid, B-lineage, and T-lineage engraftment (Figures S6E and S6F). Three of six *IRX3*-expressing HSPC recipients developed donor-derived lymphoid leukemia (Figures 7I and 7J); in two cases, the leukemia was T-lineage, and mice exhibited splenomegaly and near total BM involvement (Figures 7K and S7A). These cases expressed *Hoxa* genes at comparable levels to KIT^+^ BM HSPCs (Figure S7B). In the third case, although the mouse was found dead and detailed autopsy could not be completed, flow cytometry analysis of blood cells performed 8 days before death revealed a CD45.1^lo^B220^+^CD19^+^ population accounting for 92% of donor-derived leucocytes (Figure S7C). This population was not present 4 weeks earlier, suggesting that this mouse died of a B-lineage leukemia. Three other mice died during the 400 day follow-up period, but all succumbed to recipient-derived hematologic malignancies likely induced by irradiation at transplant conditioning (Figures 7I, 7J, and S7A). At experiment termination, there was no evidence of incipient hematologic neoplasms in remaining mice. Together these data demonstrate that *IRX3* expression impedes normal T-progenitor differentiation *in vitro* and induces T-lineage leukemias *in vivo*.

## Discussion

Our studies demonstrate that tissue-inappropriate misexpression of *IRX3* is both frequent and functional in human acute leukemias of multiple lineages. The lack of a major role for *IRX3* and its paralog *IRX5* in normal hematopoiesis is emphasized by the observation of minimal or absent expression in human BM cell populations and genetic knockout experiments that demonstrate that *Irx3*^−/−^ and *Irx5*^−/−^ mice are viable and fertile (Smemo et al., 2014). At least in AML, *IRX3* misexpression is found in both bulk and the putative stem cell compartments, suggesting functional contribution throughout the leukemia clone. With regard to co-regulated gene expression within the *IRX3* topologically associated domain, our qPCR and published dataset analyses indicate that the set of *IRX5*-expressing AMLs is a subset of the *IRX3*-expressing cases, with lower expression levels of *IRX5* than *IRX3*.

Why is *IRX3* expressed so extensively in acute leukemia? Our *in vitro* and *in vivo* studies demonstrate that misexpression of *IRX3* contributes to the cardinal pathologic feature of acute leukemia, the differentiation block. In cultures supporting myeloid lineage differentiation, *IRX3* expression alone or in combination with *Hoxa9* enhanced clonogenic potential and impeded differentiation of normal HSPCs. *In vivo*, *IRX3* co-expression with *Hoxa9* dramatically enhanced the degree of differentiation block in murine AMLs, even though the onset of AML was delayed. Critically, the same transcriptional signature of IRX3-mediated repression of myelomonocytic differentiation was readily identified in human AML, confirming that *IRX3* misexpression is both frequent and functional in human acute leukemia. The paradigm that misexpression of *IRX3* confers a differentiation block is further supported by our observation that co-expression of *IRX3* with *Hoxa9* in T-lineage cultures impeded differentiation of ETPs into downstream developmental stages and that *IRX3*-expressing HSPCs generated lymphoid leukemias *in vivo*. The expanded ETP population may serve as a reservoir for acquisition of genetic mutations required for full-fledged leukemia. The observations that HSPCs expressing *IRX3* alone were immortalized in myeloid culture, failed to expand significantly in OP9 stromal culture, but generated *Hoxa*-expressing lymphoid leukemias *in vivo* reflect the importance of the cellular microenvironment in supporting phenotypic outcome. The outcomes also emphasize the importance of the interaction of misexpressed IRX3 with cell type-specific patterns of chromatin accessibility for transcription factor binding. Cells of different lineages, and of different differentiation states, express different repertoires of transcription factor genes; it is likely that IRX3 binds to chromatin and interferes with gene expression in distinct ways in cells of different lineages.

How is *IRX3* gene expression turned on in hematopoietic cells? Although its expression is positively associated with NPM1 and FLT3 mutations in AML, the link is not absolute; for example, more than a third of NPM1 mutant cases do not express *IRX3* (Wouters et al., 2009). The positive association with other genetic lesions that near invariably lead to high-level HOX gene expression (i.e., a t[6;9] or translocations targeting *MLL* at chromosome 11q23) raises the possibility that *IRX3* is positively regulated by HOX transcription factors. In keeping with this, when *HOXA9* or *HOXA10* is expressed in human CD34^+^ HSPCs, *IRX3* is upregulated (Ferrell et al., 2005). Relatedly, in *Xenopus* development, HOXB4 and IRX5 have overlapping patterns of expression, and the latter is a direct target of the former (Theokli et al., 2003). However, high-level HOX gene expression alone in AML is not sufficient to result in *IRX3* expression, because only 40% of *HOXA9*^+^ cases express *IRX3*. This suggests that additional factors act combinatorially to induce *IRX3*. For example, the Wnt signaling pathway, which is active in AML, induces *IRX3* in forebrain development (Braun et al., 2003). In addition to these candidate positive regulators, it seems likely that loss of repressor activity makes a significant contribution. Our observation that the *IRX3* locus is marked by H3K27me3 in normal CD34^+^ HSPCs and that treatment of cells with a dual EZH1 and EZH2 inhibitor led to *IRX3* upregulation demonstrates that its repression in normal hematopoiesis is dependent on Polycomb.

As well as the strong association of *IRX3* with HOX gene expression in acute leukemias of multiple lineages, there was also high-level expression of *IRX3* in ∼90% of cases of APML and in ∼75% of cases of t(12;21) B-ALL, leukemias that do not express HOX genes. It is possible that *IRX3* is induced as a direct consequence of PML-RARA or ETV6-RUNX1 fusions, respectively, although the close association of co-expressed *SOX11* in the latter case suggests potential collaboration.

The molecular consequences of *IRX3* misexpression in the acute leukemias remain unclear. It is known that TALE family transcription factors such as MEIS1 and PBX can form triple complexes with HOXA9 that bind to PBX-HOXA9 consensus sequences to regulate gene expression (Shen et al., 1999). We speculate that misexpressed IRX3 might alter the function or stability of HOX transcription factor heterotrimeric complexes, perhaps to prevent downregulation of self-renewal genes or upregulation of transcription factors required for terminal differentiation. Alternatively, it may redirect HOX transcription factors to new binding sites or function on its own to activate or repress key transcription regulators.

Like *IRX3*, the Forkhead transcription factor gene *FOXC1* is also frequently misexpressed in AML, although the phenotypic consequences in mouse models and primary human AMLs are quite distinct. This is likely related to distinct mechanisms of action and sites of genomic binding; for example, Forkhead and Iroquois transcription factors have different consensus binding motifs and will bind different sites in the genome to regulate overlapping but fundamentally distinct gene sets. In particular, FOXC1 seems more effective than IRX3 at suppressing expression of monocytic lineage transcription factor genes such as *IRF8*, *IRF5*, and *KLF4*. In contrast, in comparison with *IRX3*^low^ AML cases, in *IRX3*^high^ cases there is increased expression of the granulocytic lineage regulator gene *GFI1*. In some cases both *FOXC1* and *IRX3* are misexpressed, and here the resulting cellular phenotype will represent the integrated consequence of the prevailing nuclear transcription factor milieu.

In summary, we demonstrate that the Iroquois homeodomain transcription factor IRX3 is frequently misexpressed in human acute leukemia to contribute to the differentiation block that is the pathognomonic feature of the disease. Future investigations will identify approaches to target these transcription factors for pro-differentiation therapies to improve patient outcomes.

## Experimental Procedures

### Human Tissue and Ethical Approval

Normal CD34^+^ HSPCs surplus to requirements were from patients undergoing autologous transplantation for lymphoma. Their use was authorized by the Salford and Trafford Research Ethics Committee and, for samples collected since 2006, following written informed consent from donors. Normal human BM was collected with informed consent from healthy adult male donors, with the ethical approval of the Yorkshire Independent Research Ethics Committee. Primary human AML samples were from Manchester Cancer Research Centre’s Tissue Biobank (approved by the South Manchester Research Ethics Committee). Their use was authorized by the Tissue Biobank’s scientific sub-committee, with the informed consent of donors.

### Murine Experiments

Experiments using mice (female, aged 6–12 weeks) were approved by Cancer Research UK Manchester Institute’s Animal Ethics Committee and performed under a project license issued by the United Kingdom Home Office, in keeping with the Home Office Animal Scientific Procedures Act of 1986. C57BL/6 (CD45.2^+^) mice were from Envigo. B6.SJL-*Ptprc*^a^*Pepc*^b^/BoyJ (CD45.1^+^) mice were from Jackson Laboratories and bred in house. Details of transplantation procedures are in the Supplemental Information.

### Reagents, Cell Culture, and Flow Cytometry

Details are in the Supplemental Information.

### RNA Preparation, qPCR, RNA Sequencing, Bioinformatics, and Statistics

Details are in the Supplemental Information.

### Statistical Analyses

Statistical analyses were performed using StatsDirect software version 1.9.7 (StatsDirect), Microsoft Excel, or SPSS for Mac version 22 (IBM). Survival curves were generated using Prism software version 6.0 (GraphPad Software).

# Supplementary material for: Derepression of the Iroquois Homeodomain Transcription Factor Gene IRX3 Confers Differentiation Block in Acute Leukemia
**Source:** Cell Rep. 2018 Jan 29;22(3):638–52. doi: 10.1016/j.celrep.2017.12.063
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S7, and Tables S1–S4

**Cell Reports, Volume 22**

## **Supplemental Information**

**Derepression of the Iroquois Homeodomain**

**Transcription Factor Gene *IRX3* Confers**

**Differentiation Block in Acute Leukemia**

**Tim D.D. Somerville, Fabrizio Simeoni, John A. Chadwick, Emma L. Williams, Gary J. Spencer, Katalin Boros, Christopher Wirth, Eleni Tholouli, Richard J. Byers, and Tim C.P. Somervaille**

**Table S1.** Karyotype of 29 AML samples analyzed for *IRX3* expression. Related to Figure 1.

Samples in **red** exhibit high *IRX3* expression (see Figure 1G). PB = peripheral blood blasts; BM = bone marrow blasts; sl = stemline; sdl = sideline; der = derivative; t = translocation; del = deletion; add = additional material of unknown origin; idem = denotes the stemline karyotype in a subclone; inv = inversion; mar = marker chromosome; cp = composite karyotype.

| ID  | Sample | Disease Status          | Gender | Age | Cytogenetics                                                                                                                                                             |
|-----|--------|-------------------------|--------|-----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 54  | PB     | 2 <sup>nd</sup> Relapse | Male   | 75  | 47,XY,+11[1]/48,sl,+8[7]/49,sdl,+4[2]                                                                                                                                    |
| 77  | BM     | Diagnosis               | Female | 67  | Normal                                                                                                                                                                   |
| 79  | BM     | Diagnosis               | Female | 65  | 47,XX,der(3)t(3;9;14;4)(q2?1;q34;q24;q21),der(4)t(3;9;14;4),del(7)(q22q32),add(8)(q24),der(9)del(9)(p2?3)t(3;9;14;4),der(14)t(3;9;14;4),+18,add(19)(q13.3)x2[9]/46,XX[1] |
| 81  | PB     | 1 <sup>st</sup> Relapse | Male   | 64  | Normal                                                                                                                                                                   |
| 88  | BM     | Refractory              | Female | 64  | 46,XX,del(12)(p1?2p1?3)[18]/46,XX[2]                                                                                                                                     |
| 93  | BM     | Diagnosis               | Male   | 59  | Normal                                                                                                                                                                   |
| 103 | BM     | Diagnosis               | Male   | 51  | Normal                                                                                                                                                                   |
| 104 | BM     | 1 <sup>st</sup> Relapse | Female | 31  | 46,XX,t(6;9;11)(p2?1;p22;q23)[6]/45,idem,der(15)t(15;17)(p11.2;q11.2),-17[4]                                                                                             |
| 107 | BM     | 1 <sup>st</sup> Relapse | Female | 16  | 45,XX,del(7)(q11.2q3?2),t(8;21)(q22;q22),der(12)t(12;18)(p11.2;q11.2),-18[10]/46,XX[1]                                                                                   |
| 114 | BM     | Diagnosis               | Male   | 56  | Normal                                                                                                                                                                   |
| 120 | BM     | Diagnosis               | Female | 68  | Normal                                                                                                                                                                   |
| 122 | PB     | Diagnosis               | Male   | 66  | Normal                                                                                                                                                                   |
| 127 | BM     | Diagnosis               | Female | 63  | 46,XX,inv(16)(p13q22)[8]/46,XX[2]                                                                                                                                        |
| 136 | BM     | Diagnosis               | Female | 61  | Normal                                                                                                                                                                   |
| 144 | PB     | Diagnosis               | Male   | 71  | Normal                                                                                                                                                                   |
| 146 | BM     | Diagnosis               | Male   | 52  | 46,Y,?t(X;6)(p22.1;q?25),t(15;17)(q22;q11.2)[9]/46,XY[1]                                                                                                                 |
| 149 | BM     | Diagnosis               | Female | 49  | 46,XX,t(15;17)(q22;q11.2)[7]/46,sl,-6,add(16)(q12),+mar[3]/46,XX[3]                                                                                                      |
| 155 | PB     | Diagnosis               | Male   | 63  | Normal                                                                                                                                                                   |
| 163 | BM     | Diagnosis               | Male   | 20  | 45,X,-Y,t(8;21)(q22;q22)[8]/46,XY[2]                                                                                                                                     |
| 165 | BM     | Diagnosis               | Female | 48  | 46,XX,t(8;22)(p11;q13),del(9)(q13q32)[10]                                                                                                                                |
| 170 | BM     | 1 <sup>st</sup> Relapse | Male   | 50  | 46,XY,add(6)(p22)[8]/46,XY[2]                                                                                                                                            |
| 189 | BM     | Diagnosis               | Female | 76  | Normal                                                                                                                                                                   |
| 191 | BM     | Diagnosis               | Female | 38  | Normal                                                                                                                                                                   |
| 222 | BM     | Diagnosis               | Female | 80  | Normal                                                                                                                                                                   |
| 228 | BM     | Diagnosis               | Male   | 54  | 46,XY,t(1;2)(q2?4;p1?3)[9]/46,XY[1]                                                                                                                                      |
| 232 | PB     | Diagnosis               | Female | 85  | Normal                                                                                                                                                                   |
| 234 | PB     | Diagnosis               | Male   | 84  | 47,XY,+13[3]/93~94,idemx2[cp3]/92~94<4n>,XXYY,+X,der(5)t(1;5)(q21;q31),+13[cp5]/46,XY[4]                                                                                 |
| 251 | BM     | Diagnosis               | Male   | 16  | 46,XY,t(6;9)(p22;q34)[9]/46,XY,der(6)t(6;9),der(9)t(6;9)del(9)(q21q34)[2]                                                                                                |
| 259 | BM     | Diagnosis               | Male   | 75  | 47,XY,+8[10]                                                                                                                                                             |

**Table S2.** H scoring of trephine biopsy material. Related to Figure 1.

H score and karyotype of 58 AML samples and nine normal samples analyzed for IRX3 protein expression by bone marrow trephine biopsy tissue array. del = deletion; der = derivative; mar = marker chromosome; idem = denotes the stemline karyotype in a subclone; cp = composite karyotype; add = additional material of unknown origin; dic = dicentric; t = translocation; inv = inversion.

**Table S3.** Association of *IRX3* expression with diagnostic and genetic features in AML. Related to Figure 1.

AML cases were divided into those expressing high or low level *IRX3* based on log<sub>2</sub> expression values of <6.1 or >7.1 respectively (probeset 229638\_at). Statistical significance for the indicated comparisons was assessed with Fisher's Exact Test, except for age where an unpaired t-test was used. FAB= French-American-British. NS = not significant.

| Characteristic           |                                 | <i>IRX3</i> <sup>low</sup> (n=271) | <i>IRX3</i> <sup>high</sup> (n=159) | p value |
|--------------------------|---------------------------------|------------------------------------|-------------------------------------|---------|
| <b>Gender</b>            |                                 | 137M:134F                          | 79M:80F                             | NS      |
| <b>Age</b>               |                                 | 44 (range 15-61)                   | 43 (range 16-60)                    | NS      |
| <b>Cytogenetic risk</b>  | Good                            | 70                                 | 24                                  | NS      |
|                          | Intermediate                    | 137 (51%)                          | 104 (65%)                           | 0.004   |
|                          | Poor                            | 59                                 | 26                                  | NS      |
|                          | Unknown                         | 5                                  | 5                                   | NS      |
| <b>Karyotype</b>         | Trisomy 8                       | 10                                 | 8                                   | NS      |
|                          | 11q23                           | 1 (0%)                             | 7 (4%)                              | 0.005   |
|                          | 5 or 7(q) loss                  | 25 (9%)                            | 4 (3%)                              | 0.009   |
|                          | Complex                         | 12                                 | 3                                   | NS      |
|                          | Normal                          | 98 (36%)                           | 78 (49%)                            | 0.01    |
|                          | Other                           | 34                                 | 16                                  | NS      |
|                          | t(6;9)                          | 1 (0%)                             | 5 (3%)                              | 0.03    |
|                          | t(8;21)                         | 33 (12%)                           | 1 (1%)                              | <0.0001 |
|                          | inv(16)                         | 31 (11%)                           | 2 (1%)                              | <0.0001 |
|                          | t(15;17)                        | 3 (1%)                             | 21 (11%)                            | <0.0001 |
|                          | abn(3q)                         | 2                                  | 0                                   | NS      |
|                          | minus 9q                        | 4                                  | 1                                   | NS      |
|                          | t(9;22)                         | 1                                  | 0                                   | NS      |
|                          | Unknown                         | 16                                 | 17                                  | NS      |
| <b>Gene mutations</b>    | <i>CEBPA</i> double             | 24 (9%)                            | 0 (0%)                              | <0.0001 |
|                          | <i>IDH1</i>                     | 12 (4%)                            | 19 (12%)                            | 0.006   |
|                          | <i>IDH2</i>                     | 21                                 | 15                                  | NS      |
|                          | <i>FLT3</i> ITD                 | 52 (19%)                           | 66 (42%)                            | <0.0001 |
|                          | <i>FLT3</i> TKD                 | 25                                 | 21                                  | NS      |
|                          | <i>NRAS</i>                     | 34 (13%)                           | 7 (4%)                              | 0.006   |
|                          | <i>KRAS</i>                     | 2                                  | 2                                   | NS      |
|                          | <i>NPM1</i>                     | 44 (16%)                           | 80 (50%)                            | <0.0001 |
|                          | <i>FLT3</i> ITD and <i>NPM1</i> | 21 (8%)                            | 44 (28%)                            | 0.001   |
| <b>High <i>MECOM</i></b> |                                 | 24 (9%)                            | 2 (1%)                              | 0.001   |

**Table S4.** Association of *IRX3* expression with genetic features in AML. Related to Figure 1.

Expression data from 163 AML cases with exome or whole genome sequencing were analyzed using cBioPortal (Cerami et al., 2012; The Cancer Genome Atlas Research Network, 2013). Cases were divided into *IRX3*<sup>low</sup> and *IRX3*<sup>high</sup> groups based on log<sub>2</sub> expression values of <6.1 or >7.1 respectively. Statistical significance for the indicated associations was assessed using Fisher's Exact Test.

| Mutated gene                           | <i>IRX3</i> <sup>low</sup> (n=101) | <i>IRX3</i> <sup>high</sup> (n=49) | p value |
|----------------------------------------|------------------------------------|------------------------------------|---------|
| <i>DNMT3A</i>                          | 25                                 | 14                                 | NS      |
| <i>TET2</i>                            | 9                                  | 6                                  | NS      |
| <i>NPM1</i>                            | 16 (16%)                           | 24 (50%)                           | <0.0001 |
| <i>IDH1</i>                            | 8                                  | 6                                  | NS      |
| <i>IDH2</i>                            | 13                                 | 2                                  | NS      |
| <i>RUNX1</i>                           | 15 (15%)                           | 1 (2%)                             | 0.02    |
| <i>TP53</i>                            | 12 (12%)                           | 0 (0%)                             | 0.009   |
| <i>WT1</i>                             | 4                                  | 5                                  | NS      |
| <i>PTPN11</i>                          | 2                                  | 4                                  | NS      |
| <i>KIT</i>                             | 5                                  | 0                                  | NS      |
| <i>EZH2</i>                            | 3                                  | 0                                  | NS      |
| <i>HNRNPK</i>                          | 1                                  | 0                                  | NS      |
| <i>U2AF1</i>                           | 4                                  | 1                                  | NS      |
| <i>SMC1A</i>                           | 5                                  | 0                                  | NS      |
| <i>SMC3</i>                            | 5                                  | 1                                  | NS      |
| <i>BRINP3</i>                          | 3                                  | 2                                  | NS      |
| <i>PHF6</i>                            | 2                                  | 3                                  | NS      |
| <i>STAG2</i>                           | 2                                  | 3                                  | NS      |
| <i>RAD21</i>                           | 2                                  | 3                                  | NS      |
| <i>FLT3</i> ITD                        | 11 (11%)                           | 17 (34%)                           | 0.0008  |
| <i>FLT3</i> D835X                      | 6                                  | 4                                  | NS      |
| <i>FLT3</i> ITD & <i>NPM1</i> mutation | 3 (3%)                             | 12 (24%)                           | 0.0001  |

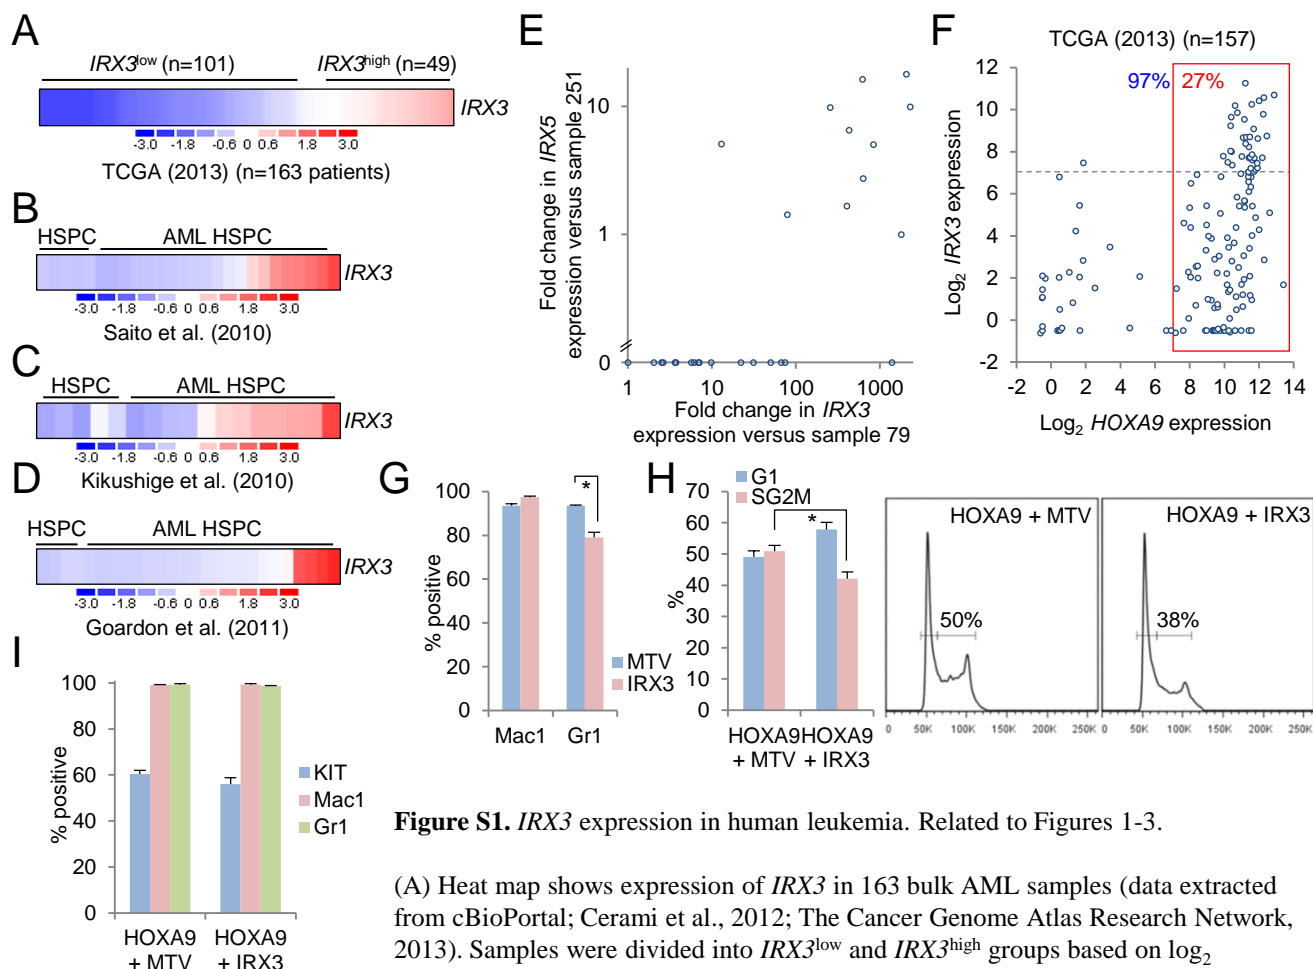

**Figure S1.** *IRX3* expression in human leukemia. Related to Figures 1-3.

(A) Heat map shows expression of *IRX3* in 163 bulk AML samples (data extracted from cBioPortal; Cerami et al., 2012; The Cancer Genome Atlas Research Network, 2013). Samples were divided into *IRX3*<sup>low</sup> and *IRX3*<sup>high</sup> groups based on log<sub>2</sub> expression values of <6.1 or >7.1 respectively. (B-D) Heat maps show the expression of *IRX3* in AML HSPC versus normal adult immunophenotypic BM HSPC. HSPC definitions were (B) CD34<sup>+</sup>CD38<sup>-</sup> for normal (n=5) and AML cells (n=21); (C) CD34<sup>+</sup>CD38<sup>-</sup>Lin<sup>-</sup> for normal cells (n=5) and CD34<sup>+</sup>CD38<sup>-</sup> for AML cells (n=12) and (D) CD34<sup>+</sup>CD38<sup>-</sup>CD90<sup>+</sup>CD45RA<sup>-</sup>Lin<sup>-</sup> for normal cells (n=5) and CD34<sup>+</sup>CD38<sup>-</sup>CD123<sup>+/lo</sup>CD110<sup>-</sup>CD45RA<sup>+</sup>Lin<sup>-</sup> (n=21) for AML samples. (E) Scatter plot shows relative expression of *IRX3* versus *IRX5* in primary human bulk AML samples, as determined by quantitative PCR. (F) Scatter plot shows the array expression value of *IRX3* versus *HOXA9* in 157 non-APML primary AML patient samples from the indicated study. Percentage in blue text indicates proportion of *IRX3*<sup>high</sup> samples exhibiting high *HOXA9* expression; percentage in red text indicates proportion of *HOXA9*<sup>high</sup> samples exhibiting high *IRX3* expression. (G) Bar chart shows mean+SEM percentage of cells positive for the indicated cell surface markers as determined by FACS analysis following seven days of liquid culture in conditions favouring myeloid differentiation (n=3). (H) Bar chart (left panel) shows mean+SEM percentage of cells co-transduced with the indicated retroviral or control (MTV) expression vectors in the indicated stages of the cell cycle (n=3). Representative profiles (right panel) are shown. (I) Bar chart shows mean+SEM percentage of cells positive for the indicated cell surface markers (as determined by flow cytometry) following six days in liquid culture (n=3).

(G) Bar chart shows mean+SEM percentage of cells positive for the indicated cell surface markers as determined by FACS analysis following seven days of liquid culture in conditions favouring myeloid differentiation (n=3).

(H) Bar chart (left panel) shows mean+SEM percentage of cells co-transduced with the indicated retroviral or control (MTV) expression vectors in the indicated stages of the cell cycle (n=3). Representative profiles (right panel) are shown.

(I) Bar chart shows mean+SEM percentage of cells positive for the indicated cell surface markers (as determined by flow cytometry) following six days in liquid culture (n=3).

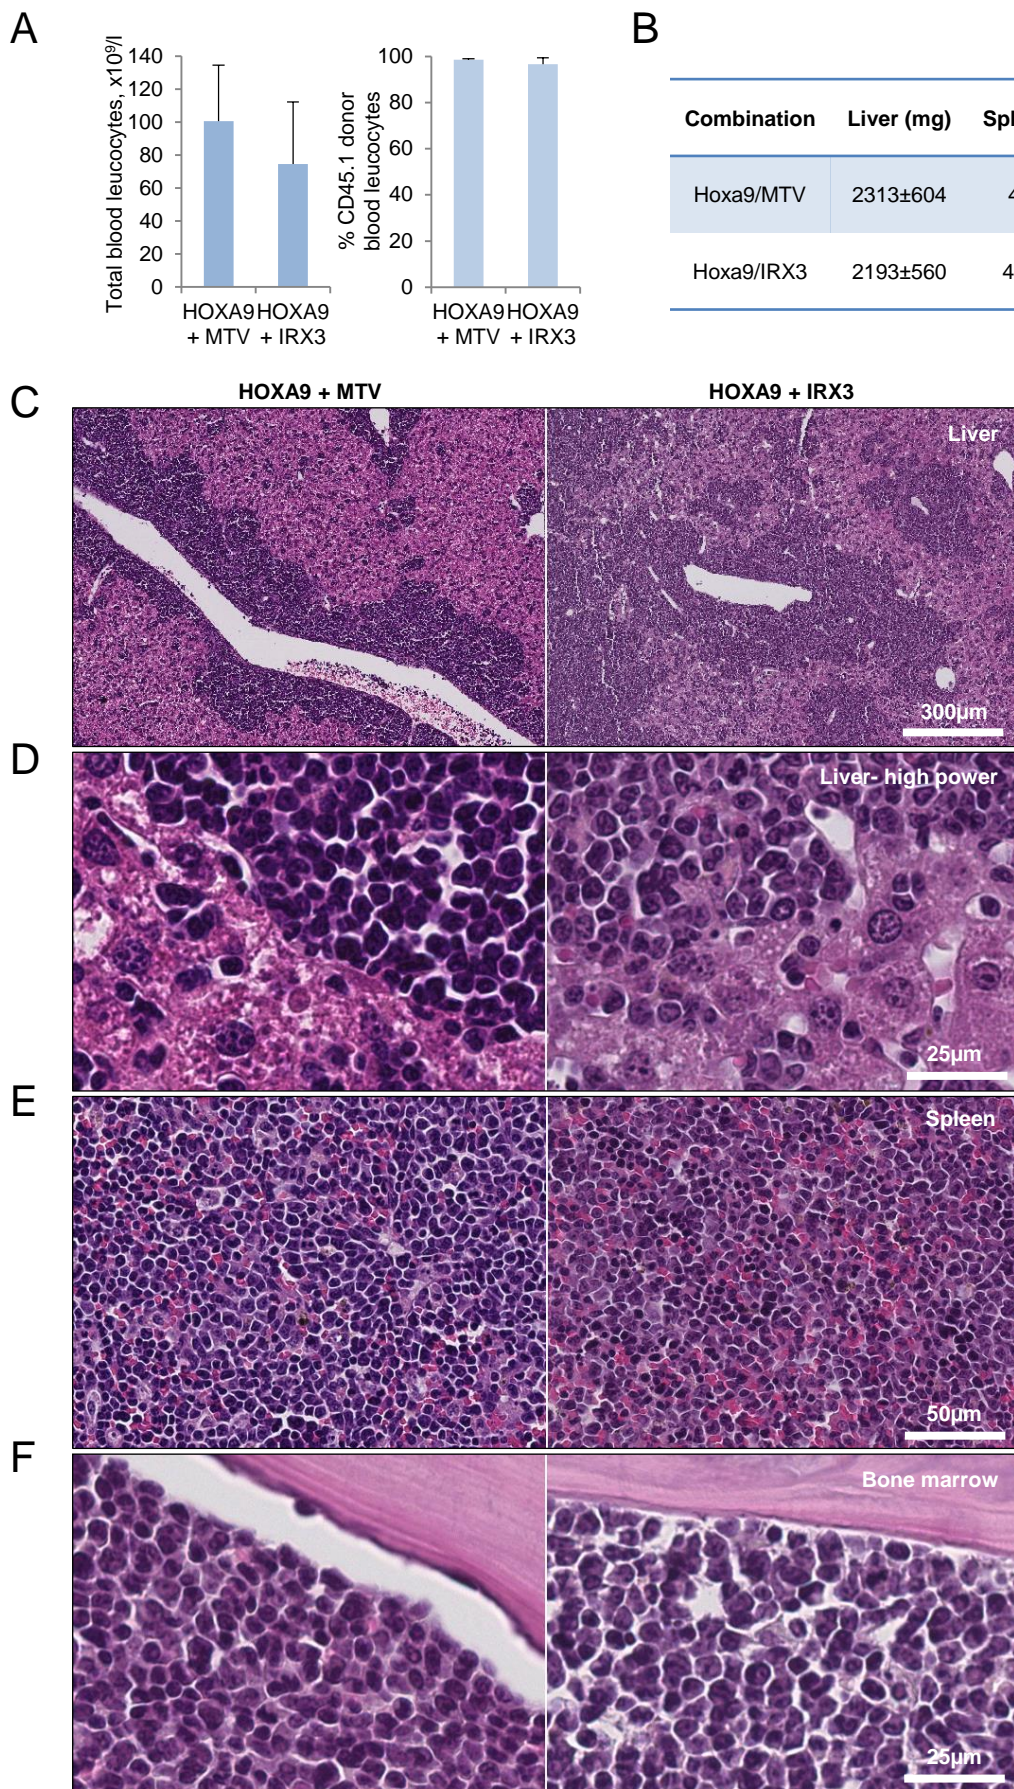

**Figure S2. *IRX3* expression enhances the differentiation block in *Hoxa9* induced AML - I.** Related to Figure 3.

(A) Bar chart shows mean $\pm$ SEM total blood leucocyte count at death in the indicated cohorts, as determined by hemocytometer counting (n=4-6 per cohort) (left panel) and the percentage of leucocytes of CD45.1 donor origin. (B) Table shows mean $\pm$ SD organ masses of leukemic animals at death. Images are representative of (C & D) liver, (E) spleen and (F) BM histology from sick mice.

A

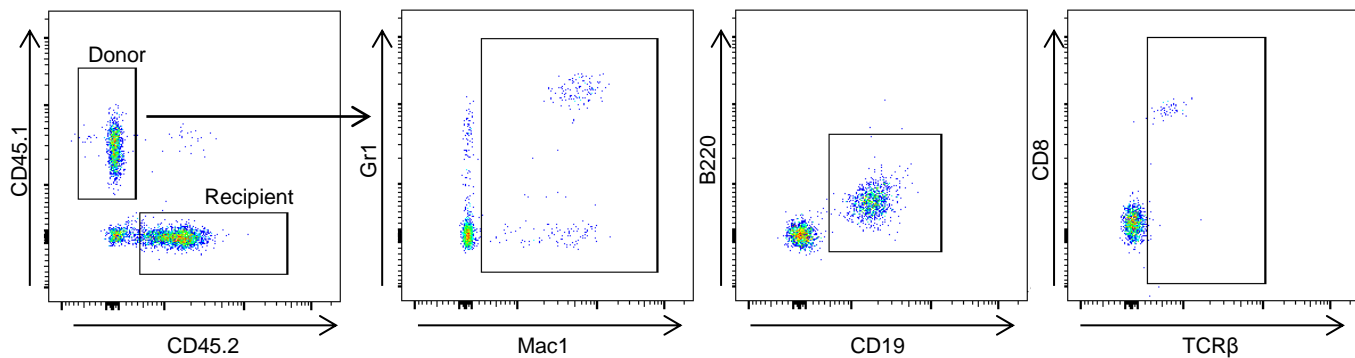

B

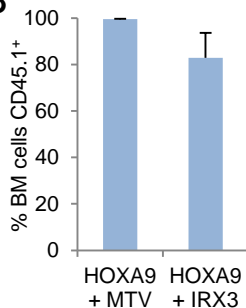

C

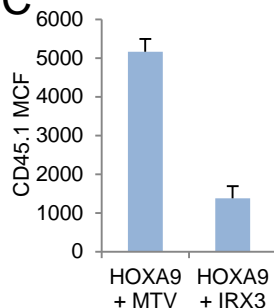

D

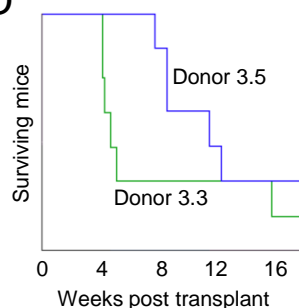

E

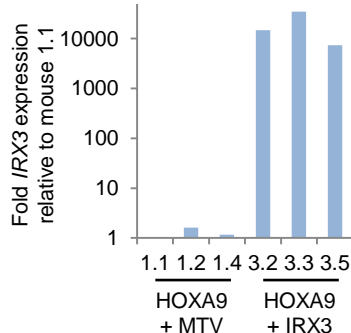

F

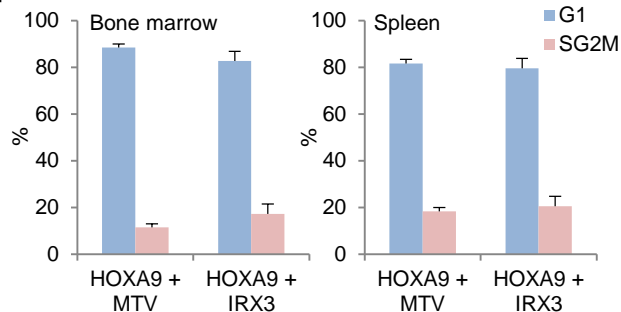

**Figure S3.** *IRX3* expression enhances the differentiation block in *Hoxa9* induced AML - II. Related to Figure 3.

(A) Representative flow cytometry plots indicate the gating strategy for identifying the percentage of donor-derived CD45.1<sup>+</sup> cells, and their lineage contributions, in blood. Bar charts show mean+SEM percentage (B) and mean cellular fluorescence (C) of donor-derived CD45.1<sup>+</sup> cells in BM at death (n=6 per cohort). (D) Survival curves of sub-lethally (4.5Gy) irradiated mice secondarily transplanted with  $3.3 \times 10^5$  (donor 3.3) or  $10^6$  (donor 3.5) *Hoxa9/IRX3* AML cells from the indicated primary recipients. (E) Bar chart shows relative expression of *IRX3* in AML BM cells at the point of death from the indicated recipient mice. (F) Bar charts show mean+SEM percentage of leukemia cells present in the BM (left) and spleen (right) in the indicated phase of the cell cycle at death, as determined by propidium iodide staining and flow cytometry analysis.

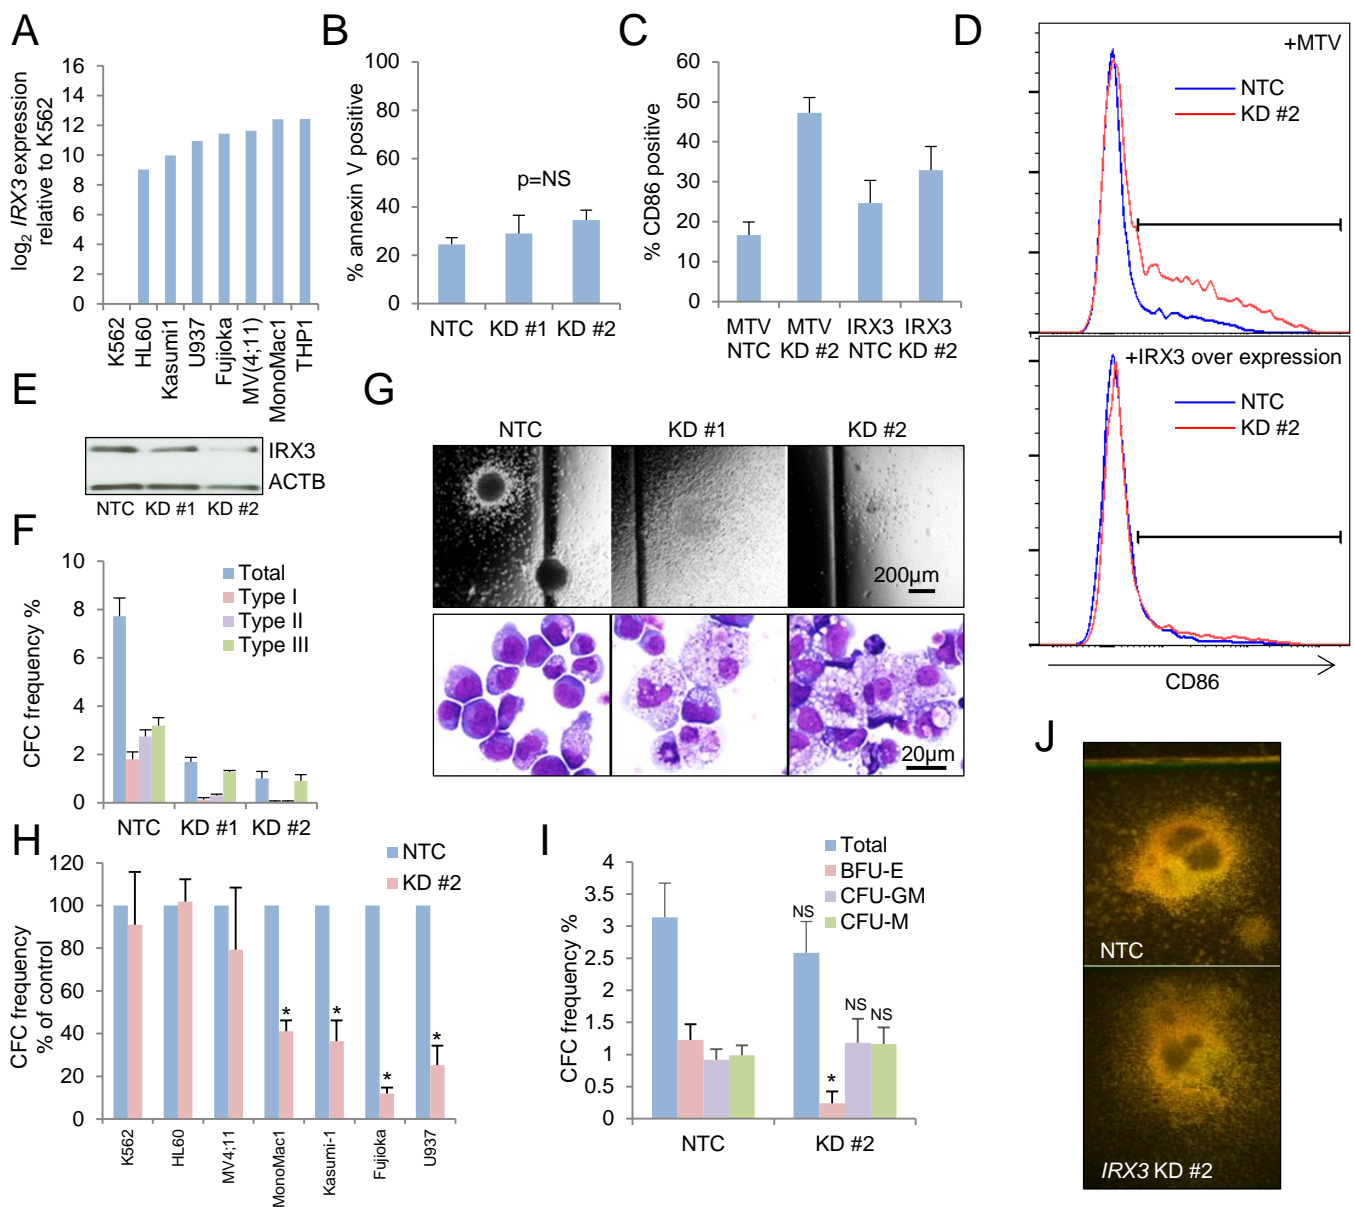

**Figure S4.** *IRX3* sustains the differentiation block and clonogenic potential of AML cells. Related to Figure 4.

(A) Bar chart shows  $\log_2$  *IRX3* expression relative to K562 cells in the AML cell lines as determined by qPCR. (B) Bar chart shows mean+SEM apoptotic cells as determined by flow cytometry after seven days of KD (n=3). (C) Bar chart shows mean+SEM percentage of cells positive for the indicated cell surface markers in the indicated conditions, as determined by flow cytometry after six days of KD (n=3). (D) Representative flow cytometry plots from (C). (E-G) Murine MLL-AF9 AML cells were infected with lentiviral vectors targeting *Irx3* for KD (KD#1 and KD#2) or a non-targeting control vector (NTC). (E) Western blot shows expression of the indicated proteins in the indicated conditions. (F) Bar chart shows the mean+SEM colony-forming cell (CFC) frequencies enumerated after seven days (n=3). Type I colonies: contain only blast cells; Type II colonies: mixed blasts and differentiating myeloid cells; Type III colonies: terminally differentiated myeloid cells. (G) Images show representative colonies (top panel) and cytopins (bottom panel) from (F). (H-J) Human AML cell lines (H) or normal human CD34<sup>+</sup> HSPCs (I & J) were infected with *IRX3* KD#2 vector or a NTC. (H) Bar chart shows mean+SEM CFC frequencies for KD cells relative to controls, enumerated after ten days (n=3). \*indicates p<0.05, unpaired t-test. (I) Bar chart shows mean+SEM % total and types of colonies formed by normal human CD34<sup>+</sup> HSPCs infected with the *IRX3* KD#2 vector or a NTC (n=3 separate individuals). Colonies were enumerated after 14 days. (J) Representative images of CFU-GM colonies from (H). BFU-E, burst-forming unit erythroid; CFU-GM, colony-forming unit granulocyte/macrophage; CFU-M, colony-forming unit macrophage.

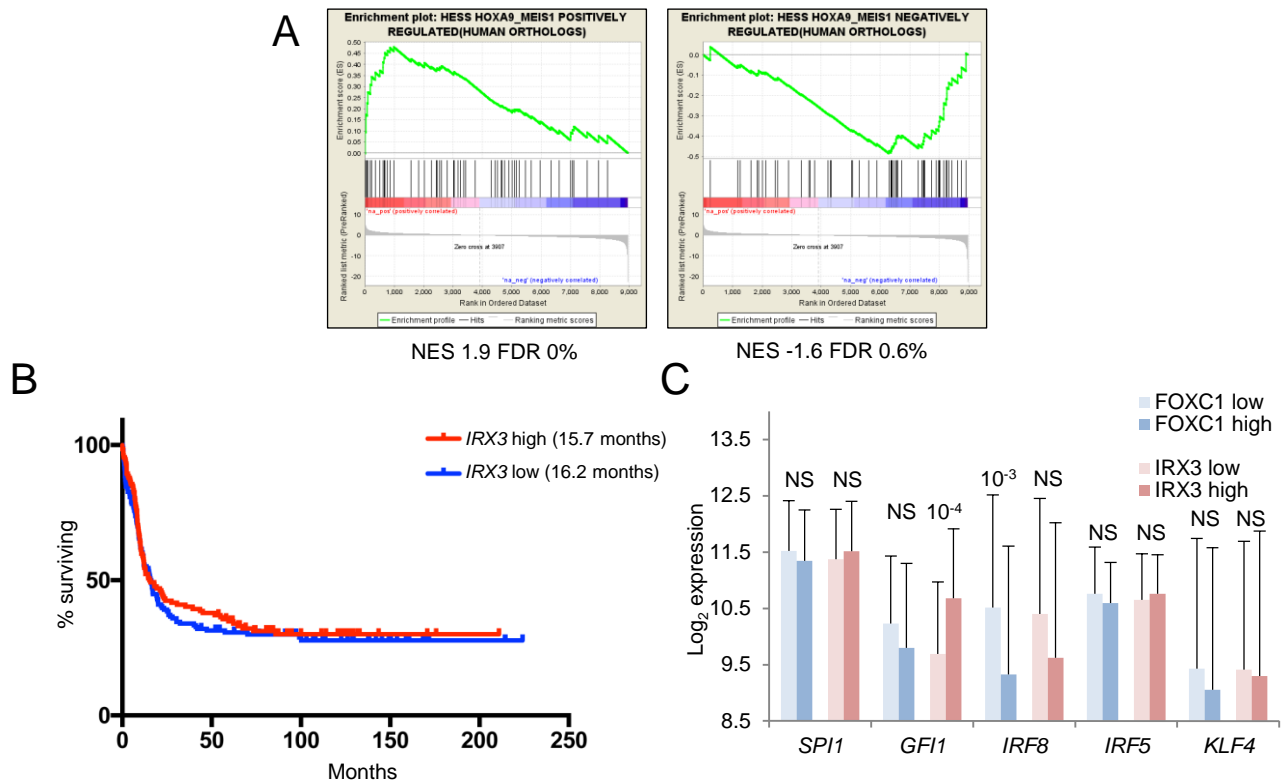

**Figure S5.** IRX3 represses a myelomonocytic differentiation program in murine and human AML. Related to Figures 5 & 6.

(A) GSEA plots show enriched expression of HOXA9/MEIS1 regulated genes (Hess et al., 2006) in *Hoxa9/IRX3* AMLs versus *Hoxa9/MTV* AMLs.

(B) Survival curves of patients with *IRX3*<sup>high</sup> versus *IRX3*<sup>low</sup> AML. (C) Bar chart shows mean+SD log<sub>2</sub> RNAseq expression values for the indicated myelomonocytic transcription factor genes in *HOXA9*<sup>+</sup> *FOXC1*<sup>high</sup> (n=45) versus *FOXC1*<sup>low</sup> (n=69) and *IRX3*<sup>high</sup> (n=35) versus *IRX3*<sup>low</sup> (n=81) human AML cases (data extracted from cBioPortal; Cerami et al., 2012; The Cancer Genome Atlas Research Network, 2013). *P* values (unpaired t-test) are shown where significant. NS = not significant.

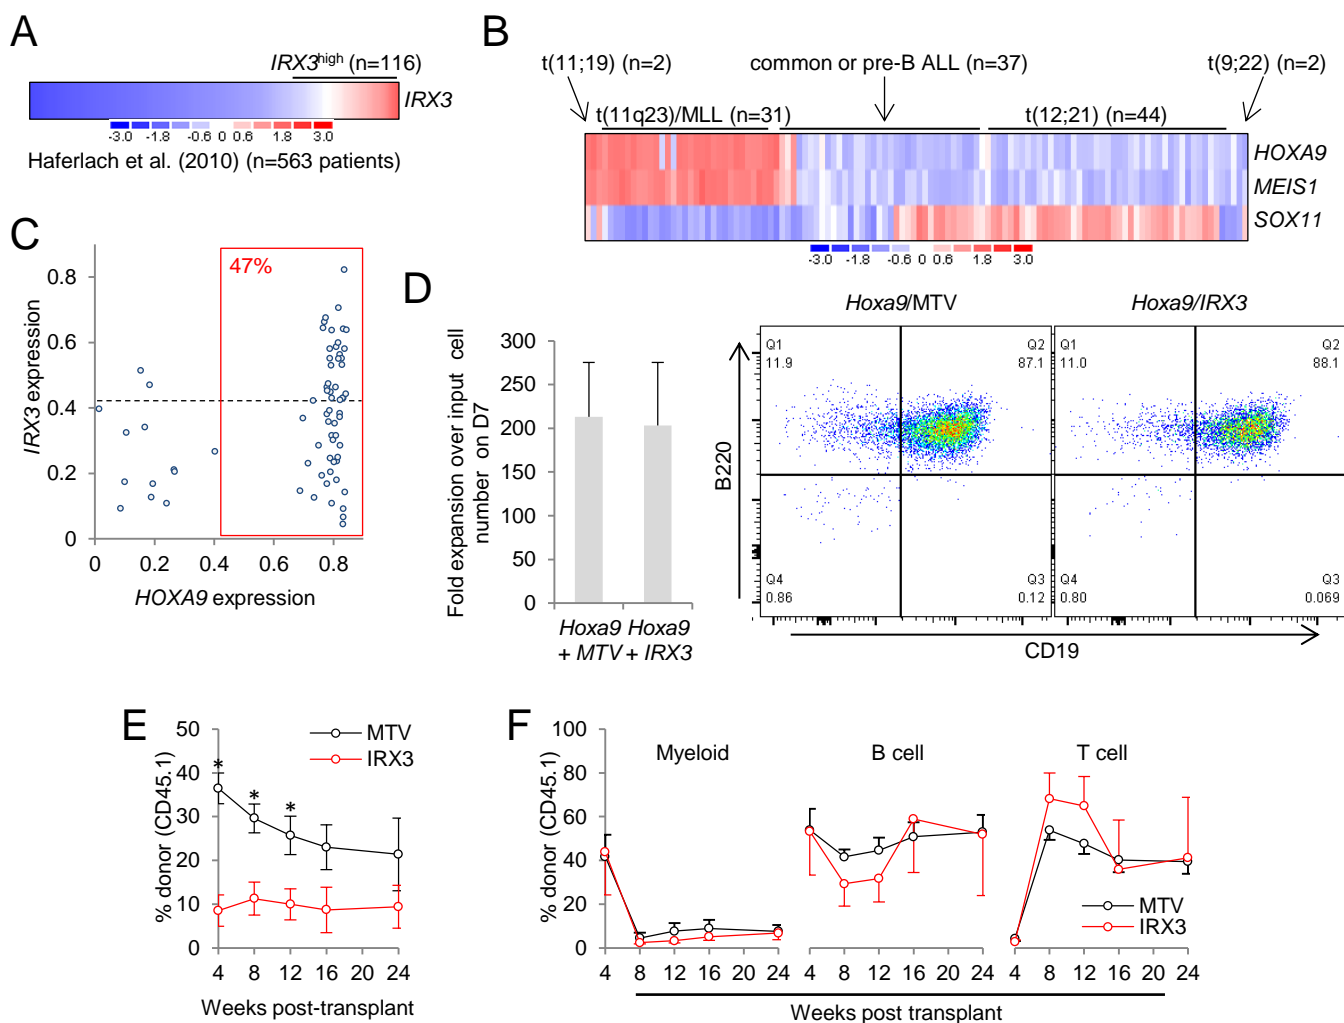

**Figure S6.** The association of *IRX3* expression with lymphoid leukemia - I. Related to Figure 7.

(A) Heat map shows *IRX3* expression in 563 bulk B-ALL samples (data from Haferlach et al., 2010). The *IRX3*<sup>high</sup> group was defined by expression values of  $\geq 0.42$  (probeset 229638\_at). (B) Heat map shows relative expression of the indicated genes in 116 *IRX3*<sup>high</sup> B-ALL patient samples. (C) Expression values of *IRX3* versus *HOXA9* in primary B-ALL patient samples with an MLL-gene rearrangement (Haferlach et al., 2010). For heat maps, color scale indicates standardized expression level.

(D) Bar chart (left panel) shows mean+SEM fold expansion over input numbers after 21 days of culture on OP9 stroma of Lin<sup>neg</sup> BM HSPCs expressing the indicated combination of genes following retroviral infection (MTV – empty vector). Right panel shows representative flow cytometry profiles of D21 cells.

(E & F) Murine CD45.1<sup>+</sup> CD117<sup>+</sup> BM cells were infected with *IRX3*-expressing or control (MTV) retroviral vectors and 96 hours later 10<sup>6</sup> drug resistant cells were transplanted into irradiated CD45.2<sup>+</sup> congenic recipients. Line graphs show the mean±SEM percentage (E) total and (F) lineage specific contribution of donor-derived cells in blood at the indicated times post-transplantation.

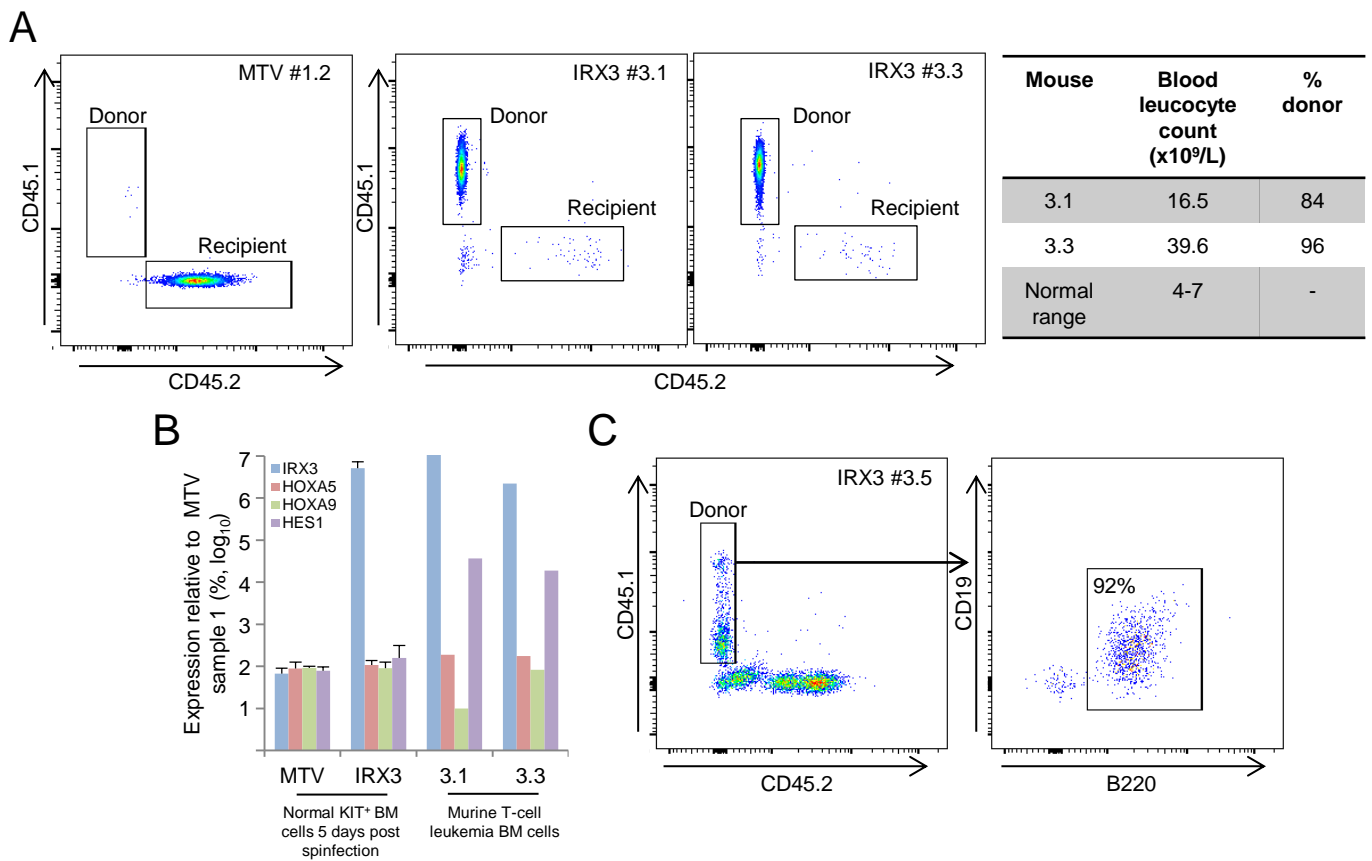

**Figure S7.** The association of *IRX3* expression with lymphoid leukemia - II. Related to Figure 7.

Murine CD45.1<sup>+</sup> CD117<sup>+</sup> BM cells were infected with *IRX3*-expressing or control (MTV) retroviral vectors and 96 hours later 10<sup>6</sup> drug resistant cells were transplanted into irradiated CD45.2<sup>+</sup> congenic recipients. (A) Representative flow cytometry plots indicate the proportional contribution of donor (CD45.1<sup>+</sup>) and recipient (CD45.2<sup>+</sup>) cells to the BM of the indicated mice at death. Table (right panel) shows total white cell counts in blood at death in the indicated mice. (B) Bar chart shows gene expression (as determined by Q-PCR) in the indicated cell populations. For KIT<sup>+</sup> BM cells, mean±SEM for three biological replicates is shown. For murine leukemias, the mean of three technical replicates is shown. (C) Flow cytometry plots show immunophenotype of CD45.1<sup>+</sup> nucleated cells in blood in the indicated mouse eight days prior to death.

## Supplemental experimental procedures

### Murine experiments

For transplantation experiments, BM cells were harvested from the long bones of six to 12 week-old female CD45.1<sup>+</sup> mice and KIT<sup>+</sup> cells recovered with an AutoMACS Pro device (Miltenyi Biotec, Bergisch Gladbach, Germany). Cells were incubated overnight in RPMI with 20% fetal bovine serum (FBS) (R20) and 20ng/ml SCF, 10ng/ml IL6, 10ng/ml GM-CSF and 10ng/ml IL3 (Peprotech, London, UK). Cells were then spinoculated with retroviral supernatant, prepared as described (Harris et al., 2012), and incubated overnight in R20 with growth factors prior to the addition of puromycin (3µg/ml) and/or neomycin (1.5mg/ml). After 96hr of drug selection 1x10<sup>6</sup> viable cells (as determined by Trypan blue dye exclusion) were injected into the tail veins of lethally irradiated (800 cGy) recipient six to 12 week-old female CD45.2<sup>+</sup> mice. Mice receiving doubly transduced cells received in addition 2x10<sup>5</sup> CD45.2<sup>+</sup> unfractionated BM cells. Tail bleeds were performed monthly and blood donor:recipient chimerism and lineage contributions determined by flow cytometry following ammonium chloride lysis of erythrocytes. Blood leucocytes were counted using a hemocytometer following staining with Türk's solution. Sick mice were euthanized and leukemia cells cryopreserved for later use.

### Reagents, plasmids and virus manufacture

Puromycin, neomycin and UNC1999 were from Sigma (St Louis, MO). Polybrene<sup>®</sup> was from Millipore (Billerica, MA). Retroviral constructs encoding FLAG-Hoxa9 (pMSCVneo and pMSCVpuro) are as described (Somerville et al., 2015). To generate a lentiviral expression vector for *IRX3*, *IRX3* cDNA (NM\_024336.2) was first excised from pOTB7-*IRX3* (Plasmid ID Repository, Harvard Medical School, Boston MA) through triple digest with the *EcoRI*, *XhoI* and *Clai* restriction enzymes and, using *EcoRI* and *XhoI* restriction sites, sub-cloned into pLentiGS-EGFP (Huang et al., 2014). To generate a retroviral expression vector for *IRX3*, the coding sequence for *IRX3* was PCR amplified from pLentiGS-EGFP-*IRX3* using primers designed to incorporate *EcoRI* and *XhoI* restriction sites, complete with a 3'MYC-tag. Gel purified, amplified DNA fragments were sub-cloned directly into the *EcoRI* and *XhoI* sites of pMSCV(P2)-puro (Somerville et al., 2009).

Lentiviral vectors for KD experiments were from Sigma: non-targeting control pLKO.1 (SHC002), *IRX3* KD#1 pLKO.1 (TRCN0000016902) and *IRX3* KD#2 pLKO.2 (TRCN0000436197). Lentiviral supernatants were prepared and normal or leukemic human or murine cells infected with viral particles as described (Harris et al., 2012; Somerville et al., 2015).

### Cell culture

THP1, HL60 and MonoMac-1 cells were from DMSZ (Braunschweig, Germany). MV(4;11), U937, Fujioka and K562 cells were from Vaskar Saha (Manchester, UK) and Kasumi-1 cells were from Constanze Bonifer (Birmingham, UK). Cell lines were cultured as recommended by DMSZ and their identities verified by STR analysis. Experimentally initiated MLL-AF9 AML cells were generated and cultured as described (Somerville and Cleary, 2006). Primary normal human CD34<sup>+</sup> cells were isolated and cultured as described (Somerville et al., 2015).

For clonogenic assays, human cells were cultured in methylcellulose medium (H4320, Stem Cell Technologies, Vancouver, Canada) and for those involving normal CD34<sup>+</sup> cells, the following cytokines were added: 10ng/ml SCF, 10ng/ml IL6, 50ng/ml GM-CSF, 20ng/ml IL3, 10ng/ml IL11, 50ng/ml TPO, 10ng/ml FL, (Peprotech), 50ng/ml G-CSF (Chugai, London, UK) and 4U/ml EPO (Janssen Cilag, Beerse, Belgium). Primary human BM stromal cells from patients with acute promyelocytic leukemia in complete molecular remission were isolated by thawing cryopreserved BM into Minimum Essential Medium- $\alpha$  (Sigma) and 15% FBS at a density of 10<sup>6</sup> cells/ml. Three days later non-adherent cells were removed and cells cultured to 80% confluence for three passages prior to RNA extraction. Stromal cells displayed the expected CD45<sup>neg</sup> immunophenotype demonstrating non-hematopoietic origin.

Clonogenic assays of retrovirally transduced murine KIT<sup>+</sup> BM cells were performed in methylcellulose medium (M3231, Stem Cell Technologies) with 20ng/ml SCF, 10ng/ml IL6, 10ng/ml GM-CSF and 10ng/ml IL3 (Peprotech) and puromycin (3 $\mu$ g/ml) or neomycin (1.5mg/ml) as described (Somerville et al., 2015). For liquid culture of murine myeloid cells, R20 supplemented with the same growth factors and antibiotics (where required) was used.

For stromal B- and T-cell lineage co-cultures, Lin<sup>neg</sup> BM cells were recovered from C57BL/6 mice using immunomagnetic beads and an AutoMacs Pro device (Miltenyi Biotec) and incubated overnight in R20 with 100 ng/ml SCF, 50 ng/ml TPO and 100 ng/ml FLT3L (Peprotech). Cells were next spininfected with retroviral supernatant and then cultured overnight in the same growth factors. Following 96hr of drug selection with puromycin (3  $\mu$ g/ml) and neomycin (1.5 mg/ml), cells were washed and seeded onto OP9-GFP (for B lineage differentiation) or OP9-DL1-GFP (for T lineage differentiation) monolayers in 24-well plates in  $\alpha$ -MEM medium supplemented with 10% FBS with 5ng/ml FLT3L and 1ng/ml IL7 (Peprotech). OP9 cells were a gift from Georges Lacaud. Co-cultures were harvested by forceful pipetting at the indicated time points (i.e. every 5-7 days) and OP9-GFP/OP9-DL1-GFP clumps cells were eliminated by filtering cells through a 70- $\mu$ m cell strainer prior to counting, replating and flow cytometric analysis. After Day 12, the IL7 concentration used for OP9-DL1-GFP co-cultures was decreased to 0.25ng/ml.

### **Flow cytometry, protocols and antibodies**

Flow cytometry analyses were performed with a LSR Model II flow cytometer (BD Biosciences, Oxford, UK). Cell sorting experiments were performed with an Influx or FACS Aria II flow cytometer (BD Biosciences). Antibodies for flow cytometry were: (A) human antibodies - KIT-APC (clone 104D2), CD11b-PE (clone ICRF44), CD14-FITC (clone 61D3) and CD86-PerCP-eFluor<sup>®</sup>710 (clone B7-2); (B) murine antibodies - KIT-APC (clone 2B8), Mac1-PE (clone M1/70), Gr1-PECy7 (clone R86-8C5), F4/80-eFluor<sup>®</sup>450 (clone BM8), CD45.1-APC (clone A20), CD45.2-PerCPCy5.5 (clone104), CD19-PECy7 (clone eBio1D3), B220-PE (clone RA3-6B2), TCR $\beta$ -APCeFluor<sup>®</sup>780 (clone H57-597), CD3-APC (clone 17A2), CD8a-PE (clone 53-6.7), CD4-eFluor<sup>®</sup>450 (clone GK1.5), CD44-PECy7 (clone IM7) and CD25-PerCPCy5.5 (clone PC61.5). Antibodies were used at 1/200 dilution except for F4/80-eFluor<sup>®</sup>450 and TCR $\beta$ -APCeFluor<sup>®</sup>780 (both 1/100), and CD8a-PE (1/500). All antibodies were from eBioscience (Hatfield, UK).

Normal human BM populations were isolated as described (Huang et al., 2014; Somerville et al., 2015). Human CD19<sup>+</sup> B cells and CD3<sup>+</sup>CD4<sup>+</sup> or CD3<sup>+</sup>CD8<sup>+</sup> T cells were flow sorted from thawed, cryopreserved normal BM samples. Apoptosis was assessed using a BD Pharmingen APC Annexin V kit. Propidium iodide cell cycle analyses were performed as described (Somerville et al., 2015).

Trephine biopsy tissue array immune staining was performed using anti-IRX3 (NBP2-32363, Novus Biologicals, Littleton, CO). Immunoreactivity was semi-quantitatively scored by blind evaluation for intensity (weak, medium or strong) and percentage staining to generate the H-score value.

Antibodies for western blotting were: anti-IRX3 (ab25703, Abcam, Cambridge, UK), anti-MYC-tag (2276, Cell Signaling, Beverly, MA) and anti-ACTB (C4, Millipore). Western blotting was performed as described (Somerville et al., 2015).

### RNA preparation and quantitative PCR

RNA was extracted and quantitative PCR performed as described (Somerville et al., 2015). Universal Probe Library System (Roche, Basel, Switzerland) designed primers and probes were as follows:

| Gene           | Sequence (5'→3')        | Probe number |
|----------------|-------------------------|--------------|
| <i>ACTB</i> F  | ATTGGCAATGAGCGGTTTC     | 11           |
| <i>ACTB</i> R  | GGATGCCACAGGACTCCAT     |              |
| <i>HOXA9</i> F | AAAACAATGCTGAGAATGAGAGC | 3            |
| <i>HOXA9</i> R | TATAGGGGCACCGCTTTTT     |              |
| <i>IRX3</i> F  | AAAAGTTACTCAAGACAGCTT   | 57           |
| <i>IRX3</i> R  | GGATGAGGAGAGAGCCGATA    |              |
| <i>SPI1</i> F  | CCACTGGAGGTGTCTGACG     | 51           |
| <i>SPI1</i> R  | CTGGTACAGGCGGATCTTCT    |              |
| <i>IRF5</i> F  | GGCTTCAGGGAGCTTCTCTC    | 1            |
| <i>IRF5</i> R  | AGGTCTGGCAGGAGCTGTT     |              |
| <i>Actb</i> F  | TGACAGGATGCAGAAGGAGA    | 106          |
| <i>Actb</i> R  | CGCTCAGGAGGAGCAATG      |              |
| <i>Myc</i> F   | CCTAGTGCTGCATGAGGAGA    | 77           |
| <i>Myc</i> R   | TCCACAGACACCACATCAATT   |              |
| <i>Myb</i> F   | CCTTCTCTCCCTCGCAGTT     | 11           |
| <i>Myb</i> R   | TGGAGGGTAAGGTAGGTGCAT   |              |
| <i>Spi1</i> F  | ATGGAGAAGCTGATGGCTTG    | 27           |
| <i>Spi1</i> R  | GGAAGTGGTACAGGCGAATC    |              |
| <i>Gfi1</i> F  | ATGTGCGGCAAGACCTTC      | 1            |
| <i>Gfi1</i> R  | ACAGTCAAAGCTGCGTTCCT    |              |
| <i>Irf8</i> F  | CCGGCAAGCAGGATTACA      | 10           |
| <i>Irf8</i> R  | GCTTTGTCTCCCTCTTTAACTTC |              |
| <i>Irf5</i> F  | AACCCACTGATGATTACGTTCTG | 101          |
| <i>Irf5</i> R  | GCCTGGTAGCATTCTCTGGA    |              |
| <i>Klf4</i> F  | GCTCCTCTACAGCCGAGAATC   | 10           |
| <i>Klf4</i> R  | ATGTCCGCCAGGTTGAAG      |              |

TaqMan primer/probe assays (Life Technologies, Carlsbad, CA) were used for *KLF4* (Hs00358836\_m1), *GFII* (Hs00382207\_m1), *IRX5* (Hs04334749\_m1) and *IRF8* (Hs00175238\_m1).  $\Delta$ Ct values relative to *ACTB* or *Actb* were assessed using SDS software v2.1 (Applied Biosystems, Foster City, CA).

## Bioinformatics and RNA sequencing

Analyses of published microarray and RNA sequencing datasets were performed as described (Somerville et al., 2015). Murine gene symbols were converted to human orthologs as described (Harris et al., 2012). For RNA sequencing analysis of murine leukemia samples, BM from sick mice (three animals per cohort) was thawed, and donor derived (CD45.1<sup>+</sup>) viable KIT<sup>+</sup>Gr1<sup>+</sup> leukemia cells were flow sorted. RNA was extracted and its quality confirmed using an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). Indexed PolyA libraries were prepared using 200ng of total RNA and 14 cycles of amplification with the Agilent SureSelect Strand Specific RNA Library Prep Kit for Illumina Sequencing (Agilent, Santa Clara, CA). Libraries were quantified by quantitative PCR using a Kapa Library Quantification Kit for Illumina sequencing platforms (Roche). Paired-end 75bp sequencing was carried out by clustering 1.8 pM of the pooled libraries on a NextSeq 500 sequencer (Illumina, San Diego, CA). Reads were aligned to the mouse genome (GRCm38) with Bowtie2, version 2.2.1 (Langmead et al., 2012) using default settings. SAMtools (v 0.1.19) was used to filter out unaligned reads, non-primary alignments or alignments with a Phred quality score of <20. 

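The deposited RPKM hold the number of reads in their denominator. A gene with 1 read in a library has an RPKM inversely proportional to the product of its length and that number. The values of 69.1% of the detected protein-coding genes gave whole reads in all 6 libraries on the GENCODE M21 span of the gene. The reads given for other genes are approximate. The 10 most abundant genes held between 4.67% and 7.52% of the reads on genes and between 16.0% and 21.1% of the summed RPKM.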

There were 18.5-21.8 million input reads per sample and 8.3-10.2 million reads per sample remained after filtering. Reads were mapped to annotated protein coding genes (ENSEMBL v76) using the Annmap database, R and Bioconductor (Gentleman et al., 2004). RPKM (reads per kilobase per million uniquely mapped reads) was computed for each gene.

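The kilobases of the RPKM are those of the whole gene, introns included, since the values fall on whole reads with that length. For protein-coding genes above 0.5 RPKM in at least 1 mouse, the median span was 19.0 kb and the median exon length 4.26 kb. A long gene with large introns therefore has a low RPKM at a given number of reads. A further 2334 protein-coding genes, with a median span of 61.4 kb, would pass 0.5 RPKM only if the same reads were divided by exon length. Bowtie2 under default settings does not split a read across an intron. The ratio of RPKM between cohorts for a given gene does not change with the length used, but the expression threshold and the weight of the constant added before the logarithm do.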

## Supplemental references

- Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J et al. 2004. Bioconductor: open software development for computational biology and bioinformatics. *Genome Biology* **5**: R80.
- Harris WJ, Huang X, Lynch JT, Spencer GJ, Hitchin JR, Li Y, Ciceri F, Blaser JG, Greystoke BF, Jordan AM et al. 2012. The histone demethylase KDM1A sustains the oncogenic potential of MLL-AF9 leukemia stem cells. *Cancer Cell* **21**: 473-487.
- Huang X, Spencer GJ, Lynch JT, Ciceri F, Somerville TD, Somervaille TC. 2014. Enhancers of Polycomb EPC1 and EPC2 sustain the oncogenic potential of MLL leukemia stem cells. *Leukemia* **28**: 1081-1091.
- Langmead B, Salzberg SL. 2012. Fast gapped-read alignment with Bowtie 2. *Nature Methods* **9**: 357-359.

# Supplementary material for: Derepression of the Iroquois Homeodomain Transcription Factor Gene IRX3 Confers Differentiation Block in Acute Leukemia
**Source:** Cell Rep. 2018 Jan 29;22(3):638–52. doi: 10.1016/j.celrep.2017.12.063
**Supplement:** Document S2. Article plus Supplemental Information

# Derepression of the Iroquois Homeodomain Transcription Factor Gene *IRX3* Confers Differentiation Block in Acute Leukemia

## Graphical Abstract

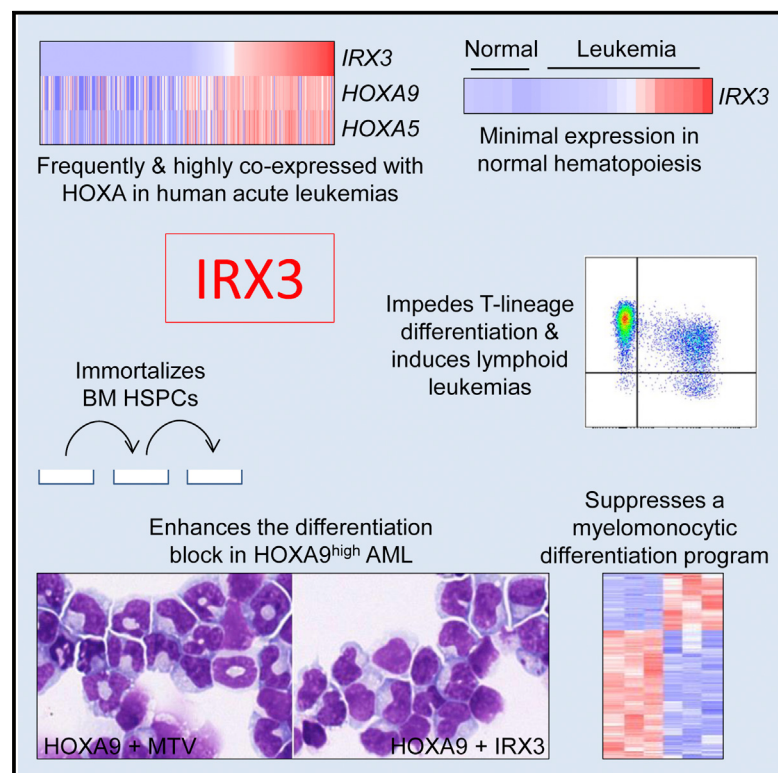

## Authors

Tim D.D. Somerville, Fabrizio Simeoni, John A. Chadwick, ..., Eleni Tholouli, Richard J. Byers, Tim C.P. Somerville

## In Brief

Somerville et al. report that the Iroquois homeodomain transcription factor gene *IRX3* is frequently derepressed in human acute leukemias of multiple lineages and contributes to the differentiation block, which is the pathognomonic feature of the disease.

## Highlights

- *IRX3* is derepressed in ~30% of AML, ~50% of T-ALL, and 20% of B-ALL
- *IRX3* suppresses a mature myelomonocytic differentiation program in AML
- *IRX3* impairs T-lineage differentiation, expanding an early T-progenitor population
- *IRX3* contributes to the differentiation block that is characteristic of the disease

## Data and Software Availability

GSE97450

# Derepression of the Iroquois Homeodomain Transcription Factor Gene *IRX3* Confers Differentiation Block in Acute Leukemia

Tim D.D. Somerville,<sup>1</sup> Fabrizio Simeoni,<sup>1</sup> John A. Chadwick,<sup>1</sup> Emma L. Williams,<sup>1</sup> Gary J. Spencer,<sup>1</sup> Katalin Boros,<sup>2</sup> Christopher Wirth,<sup>3</sup> Eleni Tholouli,<sup>4</sup> Richard J. Byers,<sup>2</sup> and Tim C.P. Somerville<sup>1,5,\*</sup>

<https://doi.org/10.1016/j.celrep.2017.12.063>

## SUMMARY

The Iroquois homeodomain transcription factor gene *IRX3* is expressed in the developing nervous system, limb buds, and heart, and transcript levels specify obesity risk in humans. We now report a functional role for *IRX3* in human acute leukemia. Although transcript levels are very low in normal human bone marrow cells, high *IRX3* expression is found in ~30% of patients with acute myeloid leukemia (AML), ~50% with T-acute lymphoblastic leukemia, and ~20% with B-acute lymphoblastic leukemia, frequently in association with high-level *HOXA* gene expression. Expression of *IRX3* alone was sufficient to immortalize hematopoietic stem and progenitor cells (HSPCs) in myeloid culture and induce lymphoid leukemias *in vivo*. *IRX3* knockdown induced terminal differentiation of AML cells. Combined *IRX3* and *Hoxa9* expression in murine HSPCs impeded normal T-progenitor differentiation in lymphoid culture and substantially enhanced the morphologic and phenotypic differentiation block of AML in myeloid leukemia transplantation experiments through suppression of a terminal myelomonocytic program. Likewise, in cases of primary human AML, high *IRX3* expression is strongly associated with reduced myelomonocytic differentiation. Thus, tissue-inappropriate derepression of *IRX3* contributes significantly to the block in differentiation, which is the pathognomonic feature of human acute leukemias.

## INTRODUCTION

The cardinal pathologic feature of the acute leukemias is a block to normal blood cell differentiation that results in an accumulation in the bone marrow (BM) of incompletely differentiated blast cells and failure of normal hematopoiesis (Wiseman et al., 2014).

Although the spectrum of mutations associated with these diseases is now well established, the biologic basis of how mutations interact with one another to establish the pathognomonic differentiation block is less well understood. We recently reported that the Forkhead box transcription factor *FOXC1* is misexpressed in approximately 20% of patients with acute myeloid leukemia (AML), in particular in those cases exhibiting high *HOXA/B* gene expression (Somerville et al., 2015). *FOXC1* is neither required for nor expressed in normal hematopoietic cells but is essential for normal development of mesenchymal tissues such as the skeleton, heart, and eye and for the normal function of BM niche cells (Omatsu et al., 2014). Its misexpression in leukemic hematopoiesis contributes to a block in differentiation along both monocytic and B cell lineages and is associated with inferior survival. Given the lack of one-to-one correlation with any specific mutation, tissue-inappropriate derepression of *FOXC1* is paradigmatic for a non-mutational mechanism contributing to cellular transformation in myeloid malignancy.

Whether tissue-inappropriate misexpression of other transcription factors contributes to the differentiation block of leukemia is not known. One candidate is the Iroquois homeobox transcription factor gene *IRX3*, which, like *FOXC1*, is expressed in a significant proportion of patients with AML (Somerville et al., 2015) but minimally expressed in both normal hematopoietic stem and progenitor cells (HSPCs) and mature blood cells (ENCODE data; Zhou et al., 2011). *IRX3* is a member of the three-amino-acid-loop-extension (TALE) superfamily of homeodomain transcription factors, which also includes *MEIS1* and *PBX1* (Mukherjee and Bürglin, 2007). In embryogenesis, it is strongly expressed in the developing nervous system, as well as in mesoderm-derived tissues such as the limb buds, kidney, and heart (Houweling et al., 2001). Of note, the developmental expression pattern of the *Irx3* paralog *Irx5*, which sits in the same 2MB topologically associating domain, is strikingly similar (Cohen et al., 2000; Claussnitzer et al., 2015). These genes exhibit functional redundancy because although *Irx3*-null and *Irx5*-null mice are viable and fertile, mice lacking both genes die in utero because of severe cardiac and skeletal defects (Zhang et al., 2011; Gaborit et al., 2012; Li et al., 2014; Smemo et al., 2014). Interestingly, non-coding variation in an enhancer

region 500 kb downstream of *IRX3* provides the strongest genetic association with risk for human obesity. Pertinent to this, adult *Ir3*-null mice display a 25%–30% reduction in body weight due to loss of fat mass, increased basal metabolic rate, and browning of white adipose tissue, attributable to loss of hypothalamic (Smemo et al., 2014) or preadipocyte (Claussnitzer et al., 2015) *Ir3* expression. The rs1421085 single-nucleotide variant present in the obesity risk region dictates the extent of local recruitment of ARID5B to the *IRX3* enhancer, with consequent regulation of *IRX3* expression (Claussnitzer et al., 2015).

Whether *IRX3* has a role in human malignancy is unclear. One study reported that *IRX3* is strongly expressed in colorectal adenomas in comparison with normal mucosa and negatively regulates TGF- $\beta$  signaling in colorectal cancer cell lines (Martorell et al., 2014). However, little else is known. Given this, and the observation that *IRX3* is highly expressed in a subset of AML patients, we evaluated whether *IRX3* has a functional role in acute leukemia.

## RESULTS

### *IRX3* Is Frequently Co-expressed with HOX Genes in Human AML

To ascertain the frequency and extent of *IRX3* expression in AML and in flow-sorted normal human BM cell populations, we performed both qPCR and analyses of published datasets. In a Dutch cohort of AML patients treated intensively with anthracycline-based chemotherapy on the Hemato-Oncologie voor Volwassenen Nederland (HOVON) protocols, *IRX3* transcripts were detected at high level (i.e., with a probeset [229638\_at] value of  $\log_2 > 7.1$ , approximating to a value among the top 25% of array probeset values) in 159 of 461 bulk presentation samples (34%) (Wouters et al., 2009) (Figure 1A). Likewise, in The Cancer Genome Atlas Research Network series, 49 of 163 cases (30%) expressed *IRX3* at high level (Cerami et al., 2012; Ley et al., 2013) (Figure S1A). In flow-sorted populations of AML cells with immature immunophenotypes, *IRX3* was highly expressed (i.e., among the top 25% of array probeset values) in 33% (Saito et al., 2010) (Figure S1B), 58% (Kikushige et al., 2010) (Figure S1C), and 19% (Goardon et al., 2011) (Figure S1D) of samples. Concomitant microarray profiling of normal human immunophenotypic HSPCs suggested low or absent *IRX3* expression (Figures S1B–S1D). In keeping with this, our qPCR analyses revealed very low levels of *IRX3* transcripts in all normal BM populations tested, but in 10 of 29 AML samples (34%), *IRX3* expression was increased at least 250-fold over levels observed in the lowest expressing AML sample (Figure 1B; Table S1). *IRX3* transcript levels were higher in normal human CD45<sup>neg</sup> BM stromal cells than in normal BM cell populations (Figure 1B) but not as high as those observed in many AML samples. Given that expression of *IRX3* and *IRX5* are co-regulated in development, we also performed qPCR for *IRX5* transcripts. We did not detect *IRX5* expression in normal human BM cell populations (data not shown) but did detect low-level expression in 11 of 28 AML samples (39%), typically in cases with high *IRX3* expression (Figure S1E). In the Dutch AML cohort, 44 of 461 cases (10%) expressed *IRX5* at high level (i.e., probeset [210239\_at] value of  $\log_2 > 7.1$ ), and in every case

there was also high *IRX3* expression (data not shown). Thus, the set of *IRX5*<sup>high</sup> AML cases is a subset of the group of *IRX3*<sup>high</sup> cases.

To confirm that *IRX3* protein was also expressed in AML, we performed immunohistochemical staining of a trephine biopsy tissue array. The array included 58 samples from patients with AML and 9 samples from patients with non-malignant BM conditions (Table S2). Immune staining was H-scored by blind evaluation. Strong or moderate nuclear immune staining (i.e., H score  $\geq 80$ ) was observed in 20 of 58 cases (34%). Weak or absent immune staining was observed in 38 of 58 AML cases (66%) and in all non-malignant cases (Figures 1C and 1D).

High *IRX3* expression in AML was strongly and positively associated with the presence of an *NPM1* mutation or a *FLT3* internal tandem duplication (Tables S3 and S4) (Wouters et al., 2009; Ley et al., 2013). A strong positive association with acute promyelocytic leukemia (APML) was also noted (Table S3). There were weaker positive associations with intermediate cytogenetic risk, normal karyotype and the presence of an *IDH1* mutation, t(6;9), or an *MLL* gene rearrangement. High *IRX3* expression was negatively associated with the presence of chromosome 5 or 7(q) loss, the presence of t(8;21) or inv(16), the presence of mutations in *NRAS*, *TP53*, or *RUNX1*, or a double *CEBPA* mutation and the presence of high *MECOM* expression (Tables S3 and S4). Although detailed genotyping of the tissue array samples was not performed, there was nevertheless a significant association of normal karyotype with strong or moderate *IRX3* expression (14 of 17 available karyotypes were normal where strong or moderate nuclear immune staining was present versus 17 of 34 with weak or absent staining,  $p = 0.035$ , Fisher's exact test) (Table S2).

To identify genes co-expressed with *IRX3* in human AML, we next compared *IRX3*<sup>high</sup> AMLs (probeset 229638\_at value of  $\log_2 > 7.1$ ) with *IRX3*<sup>low</sup> AMLs (probeset 229638\_at value of  $\log_2 < 6.1$ ) (Wouters et al., 2009) and found *HOXA9* and *HOXA5* to be the most differentially expressed transcription factor genes in the *IRX3*<sup>high</sup> group whether (data not shown) or not (Figure 1E) cases of APML (which do not express HOX genes) were included. Of the non-APML cases, 133 of 138 *IRX3*<sup>high</sup> samples (96%) exhibited high *HOXA9* expression (i.e., probeset value of  $\log_2 > 7.1$ ), and of the *HOXA9*<sup>high</sup> samples, 133 of 319 (42%) expressed high levels of *IRX3* (Figure 1F). Of the five *IRX3*<sup>high</sup> *HOXA9*<sup>low</sup> samples, three expressed one or more alternative HOX genes at significant level (i.e.,  $\log_2 > 7.1$ ), indicating that overall, 98.6% of *IRX3*<sup>high</sup> non-APML samples exhibited HOX gene co-expression. Similar results were observed in analyses of The Cancer Genome Atlas (TCGA) dataset (Figure S1F) (Ley et al., 2013) and qPCR analysis of our own samples (Figure 1G). Taken together, these data demonstrate that in human AML, the Iroquois homeodomain transcription factor gene *IRX3*, which is minimally expressed in normal hematopoiesis, is often misexpressed in conjunction with high HOX gene expression, as well as in APML. The former association suggests an explanation for the statistically significant associations of *IRX3* expression with the presence of an *NPM1* mutation, *MLL* gene rearrangements, and a t(6;9) because these molecular subtypes are associated with high HOX gene expression.

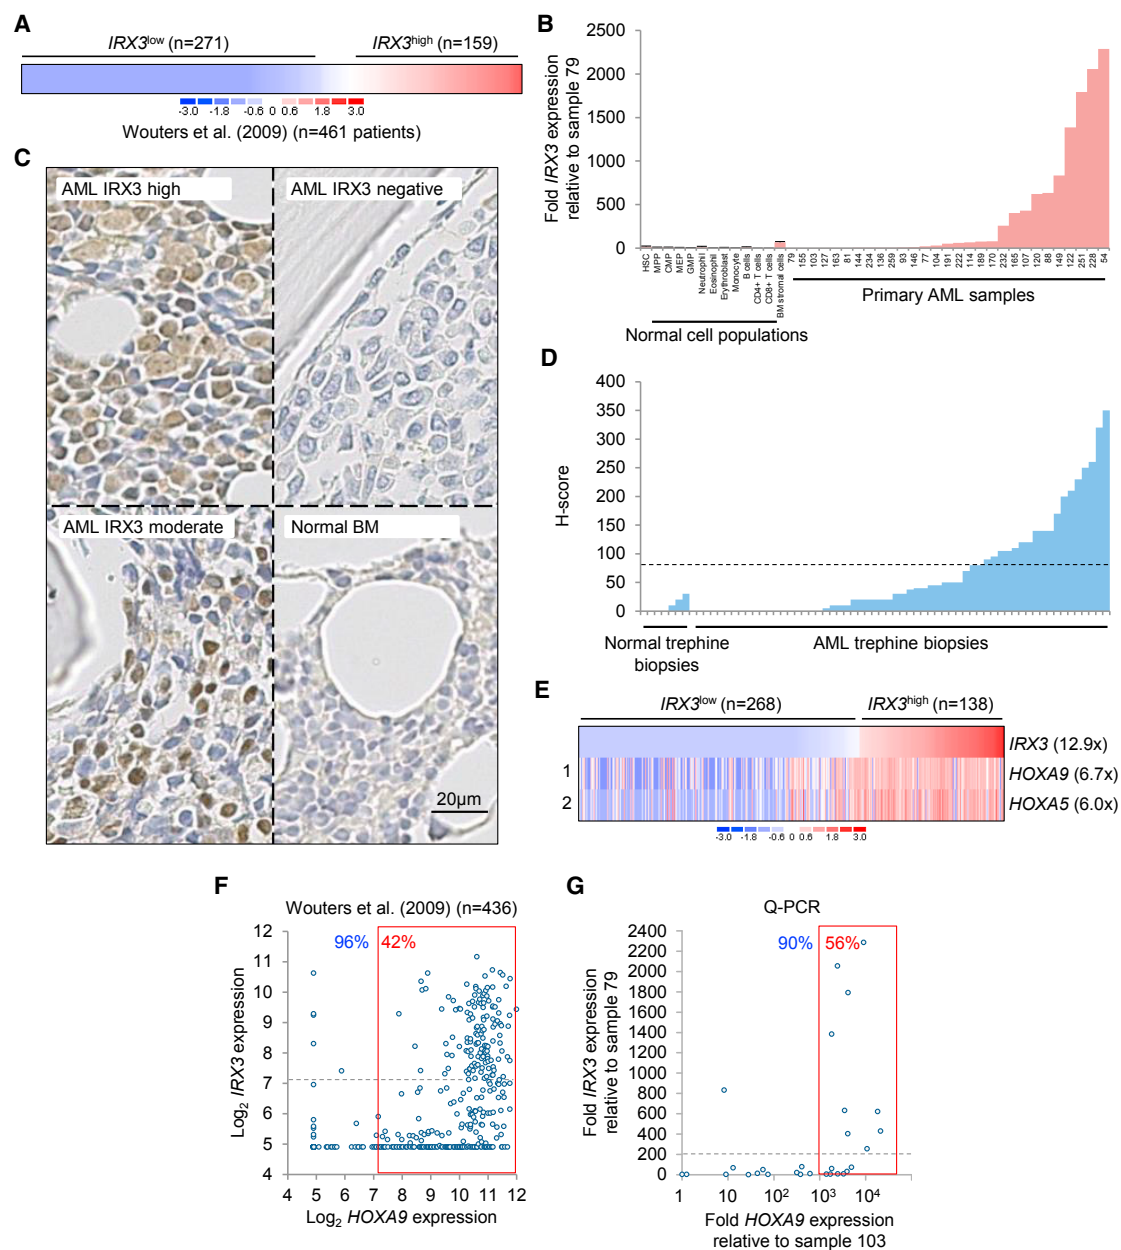

**Figure 1.  $IRX3$  Expression in Human AML**

(A)  $IRX3$  expression in bulk human AML samples.

(B) Relative  $IRX3$  expression in bulk primary human AML samples (n = 29) and normal human BM cell populations (n = 4 separate individuals per cell type; error bars = SEM). BM, bone marrow; CMP, common myeloid progenitor; Eosin, eosinophils; EryB, erythroblast; GMP, granulocyte-macrophage progenitor; HSC, hematopoietic stem cell (CD34<sup>+</sup>38<sup>−</sup>90<sup>+</sup>45RA<sup>−</sup>Lin<sup>−</sup>); MEP, megakaryocyte-erythrocyte progenitor; Mono, monocytes; MPP, multipotent progenitor; Neut, neutrophils. AML sample numbers refer to Biobank identifier.

How the deposited data were processed for this re-analysis (not part of the article)

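RNA of flow-sorted KIT+Gr1+ leukemia cells from the BM of 6 mice was analyzed, 3 *Hoxa9*/MTV mice (1.1, 1.2 and 1.4) and 3 *Hoxa9*/*IRX3* mice (3.2, 3.3 and 3.5), with 1 library per mouse. The cohort of each library was taken from the sample labels and the paper. The mouse numbers do not pair the cohorts. The authors made strand-specific polyA libraries and sequenced paired ends of 75 bases. They aligned the reads to GRCm38 with Bowtie2 2.2.1 under default settings, removed unaligned reads, non-primary alignments and alignments with a Phred quality under 20 with SAMtools 0.1.19, assigned reads to genes of Ensembl v76 with the Annmap database, R and Bioconductor, and deposited RPKM for each gene and mouse in 1 table. No column of values per sample was left unused.

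The table lists 41128 genes. GENCODE M21 gave the type, position, span and exon length of 40254 of them, and 874 had no entry there. The authors' RPKM divide by the whole span of the gene with its introns. The number of reads behind each RPKM was recovered from the steps between low values, which gave 7979246 to 9803621 reads per library. Reads so computed were whole in all libraries, within 0.01 of a read, for 65.0% of the tested genes and are approximate for the rest. Reads per gene summed to between 104% and 105% of the recovered library sizes, so that some reads lie on more than 1 gene. Where all mice of a cohort had 3 reads or fewer, only a lower bound on the change is given.

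Protein-coding genes with an RPKM over 0.5 in at least 1 mouse were tested, after the paper's threshold, which left 9522 genes. Changes were estimated on log2(RPKM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend), with Benjamini-Hochberg adjustment over all tested genes. A gene was called differentially expressed at an adjusted p under 0.05 and at least a 2-fold change on that scale. The paper's criterion was applied beside it as an unadjusted p under 0.05 and a ratio of mean RPKM over 2. Because 3 mice against 3 allow no exact p below 0.1, single values are given with limma's adjusted p. On simulated data with 200 of 9522 genes changed 4-fold, limma called 154 of the changed genes and 4 unchanged ones. The paper's criterion called 165 of 200 raised genes as higher and 49 unchanged genes.

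The overlap of the downregulated genes with the neutrophil and monocyte set was tested with a one-sided Fisher's exact test against all tested genes (scipy 1.17.1). Preranked GSEA (gseapy 1.3.1, weight 1, 10000 permutations of genes) was run on signal-to-noise scores for the 5 sets of Table S7 together. Their symbols were matched to mouse symbols in capitals, since no table of orthologs was used. This matched 88.2% of the neutrophil and monocyte set, 95.0% of LSC maintenance, 90.3% of its anti-correlated set, and 94.1% and 88.8% of the positively and negatively regulated HOXA9_MEIS1 sets. On simulated data a set raised 2-fold had an NES of 2.55, a set lowered 2-fold had -3.54, and 0 unchanged sets had a false discovery rate under 0.05. The simulated genes varied independently of each other, so this cannot show how often sets of correlated genes pass by chance. limma's camera and fry were run on the same sets. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.

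The genes named in the text followed a rule set before the data were examined. They are genes the paper names for myeloid leukemia or its markers, the first 5 entries of Table S6 and the first entries of Table S5, the 5 largest rises and 5 largest falls among genes past both limits whose cohorts do not overlap and whose mean is at least 1 RPKM, and the 3 members of each gene set with the largest change in its direction among those with a mean of at least 5 RPKM. This gave 53 genes, of which 46 were tested. Some of these genes are not reported here. Other genes named in the closing part were chosen after their values were seen. Lists of marker genes were written down for 14 groups: neutrophil, monocyte and macrophage, dendritic cell and MHC class II, B cell, T and NK cell, erythroid, megakaryocyte, mast cell and basophil, cell cycle, interferon response, HOXA cluster, Iroquois family, bone marrow stroma and sex-linked genes. The percentile of a list's median was taken among 10000 random lists matched on mean expression.

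The alternatives set before the data were examined were other pseudocounts (0.1 and 1), other filters on expression, median-of-ratios scaling, quantile normalization, no variance trend, sample weights, other tests and ranking statistics, and leaving out each mouse in turn. All gene types, exon length in place of the whole span, and limma voom on the recovered reads were added after seeing the data. The 10 splits of the 6 mice into 3 and 3 were compared for each result of a fit across genes. Gene Ontology terms were not analysed here. The copy of Table S6 was shortened and the downregulated part of Table S5 holds 402 genes where the paper's text gives 403, so no set or overlap test was run on either of them.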

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

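The test of the overlap of other genes with protein-coding ones and that of collagen reads were chosen only after the result was seen.

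Genes outside the protein-coding ones, which the paper does not report on, also differed. With all gene types in the fit, 57 of 3284 other genes passed both limits, 22 higher and 35 lower, and 2 of them have no entry in GENCODE M21. The whole fit called 257 genes. *Gm15079*, a processed pseudogene on chromosome X, had no reads in *Hoxa9*/MTV cells and a log2 fold change of 5.82 (adjusted p = 0.00845 by limma). *Ighm* changed by -3.38 (adjusted p = 0.0217). Of the 55 with a position, 33 overlap a protein-coding gene, but only 6 overlap one that passed both limits in the same direction, which argues against its reads as the source of the whole pattern. Reads of a parent gene on a pseudogene were not tested, and neither was any biological explanation.

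A set of long genes lies outside the paper's analysis. On exon length, 120 of the 2334 protein-coding genes that pass 0.5 RPKM only there were differentially expressed, 54 higher and 66 lower. The reads were not recounted on exons, so any reads counted in introns or from overlapping genes stay in these values. Entries can share reads, as for *Adora3*, whose separate entries had 92 and 86 reads in mouse 1.1. *Ica1* had 0, 0 and 5 reads in mice 1.1, 1.2 and 1.4 and 644, 488 and 447 in mice 3.2, 3.3 and 3.5 (log2 fold change 5.09, adjusted p = 0.000479 by limma). *Zbtb16* had 294, 405 and 446 reads against 2, 8 and 29 (-3.50, adjusted p = 0.00407). Both were chosen after their values were seen. The division of RPKM by the whole span sets by construction that these genes fall below the threshold. It does not produce the difference between cohorts, since 1 length applies to all 6 mice. No biological explanation was tested.

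*Hoxa5* (chromosome 6, 52201754 to 52204587) had 72 reads in mouse 3.3 and none in the other 5, above the limit of 3 reads. In the same mouse *Hoxa3* had 235, *Hoxa6* 29, *Hoxc5* 895 and *Hoxc6* 844 reads, while *Hoxa9* had 12066. The span of *Hoxa3* contains *Hoxa5* and *Hoxa6*, and that of *Hoxc5* contains *Hoxc6*. The same reads can thus be counted on both genes, and these values need not be separate signals. *Hoxa3* and *Hoxa6* were not read elsewhere, and *Hoxc5* and *Hoxc6* had 1 read each in mouse 3.5. Stromal cells express HOX genes and could have been sorted along. *Col1a1*, *Col1a2* and *Col3a1* together had 1 read in mouse 3.3, which argues against stromal cells that make collagen. *Cxcl12* goes the other way, with 0.366 RPKM in mouse 3.3 and at most 0.127 elsewhere, and other stromal cells stay open. A retroviral integration near these genes was not tested, since no reads were analysed here, and 1 mouse supports no statement on *IRX3*.

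*Heph* (ENSMUSG00000031209; chromosome X, 96455359 to 96574485), the second upregulated gene of Table S5 and not discussed in the paper's text, was at least 159-fold higher in *Hoxa9*/*IRX3* cells. It had 575, 605 and 270 reads in mice 3.2, 3.3 and 3.5 and none in the *Hoxa9*/MTV mice. Its log2 fold change on log2(RPKM + 0.5) was only 0.91 (SE 0.17, adjusted p = 0.0370 by limma, up to 0.144 with 1 mouse left out), because its span of 119 kb keeps its RPKM at 0.449 ± 0.143 (SD, n = 3). It is 1 of 49 protein-coding genes with at least 20 reads in each mouse of 1 cohort and at most 3 in each mouse of the other, and 1 of the 10 splits of the 6 mice, the one by cohort, gave as many. Sequencing depth does not account for it, as mouse 3.5, with the smallest library, had 270 reads. What *IRX3* has to do with it was not tested.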

How the results depend on the processing

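No paired analysis was possible because the mouse numbers of the 2 cohorts share none in common. The planned overlap test against the genes of Tables S5 to S7 alone was not run, since the copy of Table S6 was shortened.

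Of the 298 differentially expressed genes, the fit over all genes above 0 RPKM called 175, all among the 298; the cause was not tested. The adjusted p alone was met by 510 genes. Exon length in place of the whole span, chosen after seeing the data, gave 552 genes, 239 higher and 313 lower, among 11856 tested. The count ranged from 61 to 409 across the 6 fits that each left out 1 mouse: 74 without mouse 1.1, 66 without mouse 1.2, 61 without mouse 1.4, 409 without mouse 3.2, 379 without mouse 3.3 and 287 without mouse 3.5. Fewer *Hoxa9*/MTV mice cost more calls than fewer *Hoxa9*/*IRX3* mice; the cause was not tested. The other 9 alternatives gave 213 to 366 genes. Genes higher outnumbered genes lower under none of them. Median-of-ratios scaling and quantile normalization shifted the median log2 fold change of all genes by 0.07 and 0.09.

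The paper's criterion, met by 664 genes, was met by 1151 without the expression threshold and by 390 at a mean of at least 1 RPKM, since more and fewer genes were tested. It was met by 415 genes with test and fold on log2(RPKM + 0.5); the cause was not tested. With 1 mouse left out it was met by 489 to 768 genes.

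The odds ratio of the overlap with the neutrophil and monocyte set fell from 1.67 to 1.47 (one-sided Fisher's exact test, p = 0.127) at a mean of at least 1 RPKM and to 1.48 (p = 0.171 by Fisher's exact test) with the genes called lower by limma. It ranged from 1.29 (without mouse 3.2) to 2.57 (without mouse 3.5) when 1 mouse was left out. It was 1.48 without mouse 1.1, 1.43 without mouse 1.4 and 1.42 without mouse 3.3, all no longer significant. The cause was not tested.

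The set anti-correlated with LSC maintenance kept its direction and significance under every alternative. The neutrophil and monocyte set lost significance at a mean of at least 1 RPKM (NES -1.34) and in camera, with an adjusted p of 0.157 at the preset correlation and 0.222 at the estimated one. With 1 mouse left out its NES ran from -1.49 (without mouse 3.5) to -1.03 (without mouse 3.3), with -1.33, -1.32 and -1.28 without mice 1.1, 1.4 and 3.2. LSC maintenance ran from 1.15 (without mouse 3.2) to 1.85 with 1 mouse left out, and was not significant under fry (0.138) or camera with estimated correlation (0.186). With 1 mouse left out, the positively regulated HOXA9_MEIS1 set ran from 1.33 (without mouse 3.5) to 2.22, and the negatively regulated one from -1.57 (without mouse 3.3) to -0.998 (without mouse 3.2), with -1.44 without mouse 1.4. Their adjusted p was 0.0644 and 0.128 in camera with estimated correlation. The cause of these changes was not tested.

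Of the 53 named genes, 21 passed both limits. With 1 mouse left out, 9 to 21 did: 9 without mouse 1.1 or 1.4 and 10 without mouse 1.2. Signs reversed in 4 genes, none of them significant. *Myc* (0.24) ran from -0.23 without mouse 3.2 to 0.53, with -0.00737 without mouse 1.2. *Myb* (-0.10) ran from -0.23 to 0.0348 without mouse 3.2, and *Itgam* (-0.47) from -0.98 to 0.17 without mouse 3.3. *Cd14* (-0.02) was at 0.0175 with pseudocount 1 and 0.0635 with median-of-ratios scaling, and ran from -1.08 to 0.98 without mouse 3.3, with 0.25 without mouse 1.4 and 0.0226 without mouse 3.5. Over the 46 tested named genes, each under 9 alternatives (2 pseudocounts, median-of-ratios scaling and 6 mice left out), 343 comparisons kept direction and side of the threshold, 52 became weaker, 10 became stronger and 9 reversed. The cause was not tested.

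The depth limits what can be said of genes near 3 reads. The value of mouse *Irx3*, which does not measure the level of introduced *IRX3*, rests on 14 and 4 reads in mice 3.3 and 3.5.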

Differences from the paper's values

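The false discovery rate of the neutrophil and monocyte set was 2.92% here, where the paper's is about 1.4% in Fig. 5B, read by eye. Among the alternatives set before the data were examined, the rate fell within 1.5 times the paper's without the expression threshold (1.15%), with genes ranked by limma's statistic (1.83%) and without mouse 3.5 (1.62%). It did not with a mean of at least 1 RPKM, median-of-ratios scaling, scores on log2(RPKM + 0.5), the unweighted score or any other mouse left out.

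The paper's reported number of protein-coding genes above the threshold is 8954, where 9522 passed here, and its reported counts of 197 genes higher and 403 lower compare with 215 and 449. These lie within 1.5 times of each other.

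By qPCR in Fig. 6A, *Klf4* is about as high in *Hoxa9*/*IRX3* as in *Hoxa9*/MTV leukemias. In the RNA sequencing of 3 mice per cohort its log2 fold change was -2.24, past both limits, although it kept its call in only 1 of the 6 fits that each left out a mouse. *Irf5* is lower in *Hoxa9*/*IRX3* than in *Hoxa9*/MTV leukemias in both, with -2.93 here. The paper reports that the rise of *Gfi1* by qPCR did not reach significance, where its log2 fold change was 1.71 here (adjusted p = 0.00298 by limma). Fig. 6A held more leukemias per cohort and was tested by ANOVA, with a *Hoxa9*/*FOXC1* cohort beside these. In sorted populations of cultured *IRX3*+ cells without *Hoxa9*, the paper reports lower *Gfi1* and higher *Myc* and *Myb* by qPCR. In *HOXA9*+ human AML it reports higher *GFI1* and lower *KLF4* and *IRF8* where *IRX3* is high. By qPCR the paper shows the highest *IRX3* level of the sequenced leukemias in mouse 3.3 (Figure S3E), unlike the reads: the reads on mouse *Irx3* were 454 in mouse 3.2, 14 in mouse 3.3 and 4 in mouse 3.5.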

Other observations

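The count of other splits with as many differentially expressed genes and the test of depth for *Meis1* were chosen only after the result was seen.

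The 3 *Hoxa9*/*IRX3* leukemias differed from each other more than the 3 *Hoxa9*/MTV leukemias did. Lower depth in the *Hoxa9*/*IRX3* libraries is argued against by thinning the *Hoxa9*/MTV reads to the smallest *Hoxa9*/*IRX3* library, after which their lowest r was 0.978, still above the highest r between *Hoxa9*/*IRX3* mice (0.925). Noise in weakly expressed genes is argued against by the 1230 genes with a mean of at least 10 RPKM, where the lowest r between *Hoxa9*/MTV mice was 0.954 and the highest between *Hoxa9*/*IRX3* mice 0.849. Quantile normalization cannot decide on scaling between libraries, since r on a log scale hardly responds to the scale of a library. After it the lowest r between *Hoxa9*/MTV mice was 0.978 and the highest between *Hoxa9*/*IRX3* mice 0.924. Cells of another lineage could have been sorted along in single mice. The criterion set beforehand, most detected genes of a list over 4 times higher in 1 *Hoxa9*/*IRX3* mouse than in the other 2, was met by 1 list with several detected genes, B cells in mouse 3.5 with 3 of 3, and by *Nkg7*, the only detected gene of the T and NK cell list. The T and NK cell list summed to 482 RPKM in mouse 3.5, of which *Nkg7* made up 482, so its 9 other genes were near 0. Cells of another lineage in single samples and differences between the leukemias cannot be told apart here, since 3 detected genes are too few. A difference in the level of *IRX3* or between clones stays open and was not tested.

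The lists of monocyte and of neutrophil genes moved apart. The median log2 fold change of the monocyte and macrophage list was -1.50 over 13 tested genes, all lower, with 6 past both limits, and it lay below all 10000 random lists. That of the neutrophil list was 0.52 over 18 genes, 12 higher and 6 lower, with 2 past both limits, above all random lists, but it was 0.28 with quantile normalization and ranged from 0.01 to 0.68 with 1 mouse left out. The difference of the medians was -2.02, or -2.04 with median-of-ratios scaling and -1.70 with quantile normalization, below all 10000 random pairs of lists. Of single genes, chosen after their values were seen, *Elane* of the neutrophil list rose by 1.91 (adjusted p = 0.0144 by limma). *Fcnb* of the same list changed by -1.27 (adjusted p = 0.205), and *Lyz2* of the monocyte list by -0.83 (adjusted p = 0.104). The neutrophil list mixes granule genes with genes of mature neutrophils and was not divided by stage. Its median is therefore no measure of neutrophil maturation. The paper names 6 genes of the monocyte list (*Klf4*, *Irf8*, *Irf5*, *Cd14*, *Cd86* and *Emr1*), of which 4 were tested. The lists share no gene. Whether this bears on the enrichment of the neutrophil and monocyte set stays open, since the members of that set were not divided by lineage.

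Of the other lists, the median log2 fold change was -0.71 for 5 dendritic cell and MHC class II genes, 1.08 for 3 B cell genes, -1.21 for 5 mast cell and basophil genes, 0.04 for 20 cell cycle genes, 0.64 for 11 interferon response genes and 0.59 for 5 HOXA genes. The B cell genes went both ways, 2 higher and 1 lower. Only the lower one passed both limits (*Cd79b*, -2.65, adjusted p = 0.0383 by limma). *Vpreb1* (1.08) and *Igll1* (3.92) did not, with adjusted p of 0.272 and 0.0776 by limma. With genes at their bound the HOXA median was 1.60, and it rests on mouse 3.3, without which it was 0. With 1 mouse left out, the median ranged from 0.41 to 1.48 for B cells, from -1.15 to -0.51 for dendritic cells and MHC class II, from -1.32 to -0.97 for mast cells and basophils, from -0.0638 to 0.167 for the cell cycle and from 0.41 to 0.82 for the interferon response. In 5 lists 1 gene was tested, with 1.62 for T and NK cells (0.41 to 2.90 with 1 mouse left out), 0.84 for erythroid cells (0.60 to 1.11), -0.35 for megakaryocytes (-0.62 to -0.0931), -1.25 for stroma (-1.44 to -0.98) and 2.07 for the Iroquois family (0.63 to 2.92). Of 85 marker genes tested, 21 had an adjusted p under 0.05 adjusted over the list alone and 12 over all genes. No sex-linked gene was tested. All donor cells were female by their values, as 0 mice had Y-linked genes above 0.5 RPKM and *Xist* was at 29.8 to 98.5 RPKM, so donor sex does not explain the differences.

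Genes with at least 50 reads in 1 mouse and at most 3 in each other were found in *Hoxa9*/*IRX3* mice only: 8 in mouse 3.2, 15 in mouse 3.3 and 17 in mouse 3.5. They include *Prdm16* in mouse 3.2, chosen after its values were seen. Those of mouse 3.3 include genes with overlapping spans, such as *Hoxc5* and *Hoxc6*, which can share reads. Mouse 1.4 had 0 such genes although its library is the second largest, which argues against depth. The absence of *Meis1* reads in *Hoxa9*/*IRX3* cells is not explained by depth either, since at the lowest *Hoxa9*/MTV rate at least 368 reads would be present in each *Hoxa9*/*IRX3* library. *Hoxb3* had 107, 226 and 30 reads in mice 3.2, 3.3 and 3.5 and at most 8 in the others, and *Hoxb4* had 47, 141 and 28 against at most 10.

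The 6 mice form 10 splits into 3 and 3, so chance cannot be excluded at a share below 0.1. The real split gave 298 differentially expressed genes and 1 of the 10 splits gave as many, since 8 of the 9 others gave 0 and the highest gave 1, with 145 to 327 genes at an unadjusted p under 0.05. Likewise 1 of the 10 splits gave as many genes meeting the paper's criterion, where the others gave 19 to 36. For the overlap with the neutrophil and monocyte set, 7 of the 10 splits gave as large an odds ratio, though the others rest on those few genes, and 1 gave as small a Fisher's exact p. An absolute NES as large was given by 1 of the 10 splits for the positively regulated HOXA9_MEIS1 set, by 2 for LSC maintenance, by 2 for its anti-correlated set, by 3 for the negatively regulated HOXA9_MEIS1 set and by 4 for the neutrophil and monocyte set. The largest absolute NES of another split was 1.23, 1.93, 2.16, 2.01 and 2.00. In the same order of sets, 0, 3, 4, 3 and 3 of the 9 other splits had a false discovery rate under 0.05. A difference by cohort and a split by chance cannot be told apart beyond that limit for these results.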
